# Neuronal activity regulates alternative exon usage

**DOI:** 10.1186/s13041-020-00685-3

**Published:** 2020-11-10

**Authors:** Johanna Denkena, Andrea Zaisser, Barbara Merz, Bertram Klinger, Dietmar Kuhl, Nils Blüthgen, Guido Hermey

**Keywords:** Neuronal activity, Synaptic plasticity, Alternative splicing, Hippocampus, Gene expression, Transcriptome, Microarray, RNA sequencing

## Abstract

Neuronal activity-regulated gene transcription underlies plasticity-dependent changes in the molecular composition and structure of neurons. A large number of genes regulated by different neuronal plasticity inducing pathways have been identified, but altered gene expression levels represent only part of the complexity of the activity-regulated transcriptional program. Alternative splicing, the differential inclusion and exclusion of exonic sequence in mRNA, is an additional mechanism that is thought to define the activity-dependent transcriptome. Here, we present a genome wide microarray-based survey to identify exons with increased expression levels at 1, 4 or 8 h following neuronal activity in the murine hippocampus provoked by generalized seizures. We used two different bioinformatics approaches to identify alternative activity-induced exon usage and to predict alternative splicing, ANOSVA (ANalysis Of Splicing VAriation) which we here adjusted to accommodate data from different time points and FIRMA (Finding Isoforms using Robust Multichip Analysis). RNA sequencing, in situ hybridization and reverse transcription PCR validate selected activity-dependent splicing events of previously described and so far undescribed activity-regulated transcripts, including Homer1a, Homer1d, Ania3, Errfi1, Inhba, Dclk1, Rcan1, Cda, Tpm1 and Krt75. Taken together, our survey significantly adds to the comprehensive understanding of the complex activity-dependent neuronal transcriptomic signature. In addition, we provide data sets that will serve as rich resources for future comparative expression analyses.

## Introduction

Neurons go through activity-dependent alterations in their molecular composition and structure in order to fine-tune their synaptic strength. Such neuronal plasticity plays a vital role during a critical period in the development of the nervous system [1]. In the mature brain, neuronal plasticity contributes to sensory adaptation, learning and memory formation, as well as to a variety of pathological processes such as response to injury or epileptogenesis and neuropsychiatric or neurodegenerative disorders [2–5]. Posttranslational modifications of pre-existing proteins are thought to convey short-term activity-dependent synaptic changes, whereas long-term maintenance of synaptic adaptations relies on gene induction [6]. Signaling from the synapse to the nucleus induces gene expression followed by protein synthesis [7]. This leads to modifications in the composition of synaptic protein networks and provides a mechanism for translating synaptic activity into persistent changes of synaptic strength [7]. In accordance, a large number of genes whose expression level is altered by different neuronal plasticity inducing pathways were identified (reviewed in [8]). Indeed, several of these genes encode proteins that modulate synaptic function and play a role in learning and memory [9]. However, changes in gene expression levels represent only one aspect of the complexity of the transcriptional signature of neurons. Alternative splicing, the differential inclusion and exclusion of exonic sequence, allows a single gene to encode multiple protein isoforms with modified or even antagonistic properties. Alternative splicing of transcripts together with the use of alternative transcriptional initiation sites and polyadenylation sites expands the transcriptomic and proteomic diversity required for the regulation and diversification of specific functions [10–13]. Importantly, alternative splicing is not only controlled by intrinsic cell fate specific mechanisms but also dynamically adjusted by external stimuli. For instance, neuronal activity is thought to regulate splicing of a number of induced transcripts [10, 11]. However, so far most surveys focused only on gene expression levels and the description of neuronal activity-regulated splicing events is incomplete.

Different experimental paradigms have been employed to identify neuronal activity-regulated transcriptional programs [8, 9]. Initial in vivo approaches to identify transcriptional changes in excitatory neurons suffered from the fact that these changes were likely to be obscured or diluted by surrounding cell types not involved in the specific activity-dependent circuitry. Therefore, in vivo strategies aimed at intense global stimulation of an entire brain area which can be achieved by chemically induced or electroconvulsive seizures resulting in a robust, strong and synchronized induction of neuronal activity in the hippocampus [9]. In fact, screens for activity-dependent transcripts using seizure protocols as models for synaptic plasticity identified a large number of genes known to be necessary for memory consolidation [8, 9, 14–18].

In the present survey, we performed a genome wide analysis of alternative splicing events in the hippocampus of mice at different time points after chemically induced seizures. We used exon-specific microarrays and analyzed the obtained data by two different bioinformatics methods to identify alternatively used exons. We employed FIRMA (Finding Isoforms using Robust Multichip Analysis) which uses normalized scores without measure of significance and predicts splicing on exon level [19] and ANOSVA (ANalysis Of Splicing VAriation) which uses a statistical test approach and predicts splicing on gene level for single time points [20]. Here, we extended ANOSVA to accommodate data from different time points. By applying these methods, we identified alternative exon usage induced by neuronal-activity in previously described activity-regulated genes, but also of genes previously undescribed in this context. In independent experiments, we validated the differential expression of exons and splicing junctions by RNA-sequencing, RT-PCR and in situ hybridizations on hippocampal transcripts at corresponding time points after seizure induction.

## Results

### Analysis of neuronal activity-regulated genes

We triggered seizures in mice to induce strong synchronous neuronal activity in the hippocampus for a comprehensive analysis of alternatively spliced gene transcripts induced by neuronal activity. To identify temporally distinct patterns of gene expression, we treated mice with kainic acid or vehicle. We obtained hippocampal tissue for microarray analysis from animals sacrificed 1, 4 or 8 h after seizure onset and from time-matched vehicle-treated controls. In addition, we included in our analysis untreated control mice (Fig. 1a). RNA extracted from one hippocampus was hybridized to one microarray. We measured replicates of four animals for the untreated controls and three time-matched replicates for vehicle and kainic acid treatments respectively. We used exon microarrays, covering almost all exons of the murine transcriptome and containing approximately four probes per exon.

**Fig. 1:**
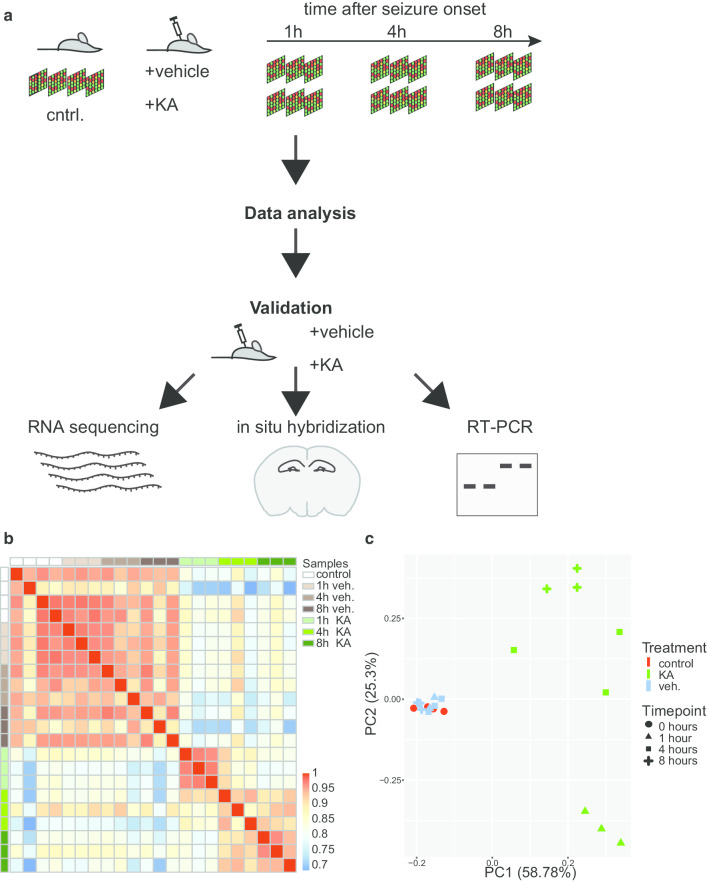
Strategy of the survey and validation of experimental groups. **a** Experimental setup. Differential expression of hippocampal RNA from untreated controls (cntrl, n = 4 replicates), from mice sacrificed at indicated time points after seizure onset (n = 3 replicates) and vehicle-treated time-matched controls (n = 3 replicates) was analyzed using exon microrarrays and exon usage was validated by RNA sequencing, in situ hybridization and RT-PCR. **b** Sample-wise correlation matrix of the 1000 genes with the highest standard deviation over all samples were extracted and used to construct a pairwise correlation matrix using Pearson correlation. **c** Principal component analysis of individual factor maps of significantly regulated genes. The two principal components PC1 and PC2 represent treatment and time after seizure onset, respectively. *KA* samples at indicated timepoints after kainic-acid induced seizure onset, *veh.* vehicle-treated time-matched controls

To estimate the variability between samples of the same and between different conditions, the 1000 genes with the highest inter-sample variability were used for unsupervised clustering on the correlation of transcriptomes (Fig. 1b). We observed that untreated and vehicle-treated control samples group together and the samples collected after seizures form a second cluster with the highest similarity among the samples obtained 1 h after seizure onset. Principal component (PC) analysis corroborated that expression data of the untreated and vehicle-treated samples group together (Fig. 1c). Hippocampal gene expression from mice after seizure was significantly different from the controls (PC1, treatment). Although the seizure samples differ more between and within the groups than the controls, these samples clearly group together and the three kainic acid-treated groups separated by time in the second component (PC2, time). Taken together, these analyses confirm that expression profiles of parallel treated animals were mostly similar, and that the data separates effects of seizure induction.

At this first analyzing step, we identified on the whole gene level 719 transcripts significantly induced by neuronal activity at least at one time point after seizure onset (Additional file 1). These were differentially up- or downregulated and categorized due to their expression kinetics in immediate early genes, delayed upregulated genes, delayed downregulated genes and immediate downregulated genes (Additional files 1 and 2).

### Alternative splicing of neuronal activity-regulated genes

We applied two different methods to identify exons with differential activity-dependent expression. The ANOSVA method identifies genes with splice variation in two different experimental conditions, e.g. control and a single time point after induction [20]. In order to monitor splicing changes over time, we here adjusted the ANOSVA method to incorporate data from multiple time-points. We name this modified analysis time-dependent ANOSVA. We identified 22 genes with significant splicing variations when allowing for 5% false positives (Table 1, Additional file 3). 14 of these identified genes with splice variation were also identified on the whole gene level as induced by neuronal activity in our initial analysis (Table 1, Additional file 1).

**Table 1:** Genes with significant activity-dependent exon usage identified through time-dependent ANOSVA

Gene name	Min. adj. p value *	DE^a^
Krt75	1.62168 × e^−12^	−
Homer1	2.175754 × e^−07^	+
Coq10b	3.153267 × e^−06^	+
Rcan1	0.000386	−
Errfi1	0.000652	+
Bdnf	0.000654	+
Atf3	0.000654	+
Tpm1	0.000693	−
Vmp1	0.0015166	−
Cyr61	0.0021082	−
Cda	0.0034645	+
Sgk1	0.0100454	+
Nr4a1	0.0120587	+
Per1	0.0129348	+
Fos	0.0136829	+
Lif	0.0136829	−
Inhba	0.0195556	+
Sox11	0.0374124	+
Pim1	0.0374124	+
Cyp2d26	0.0391230	−
C330019L16Rik	0.0407994	−
Ankrd33b	0.0489575	+

*min. adj. p-value, minimal adjusted p value derived by Bonferoni and Holm method

^a^DE, differentially expressed, indicates whether the whole gene was identified as induced by neuronal activity in our initial analysis (Table S1)

Next, we used FIRMA as a second independent method to identify activity-dependent splice variations. The FIRMA method operates under the assumption that exon skipping or retention is the most prevalent form of exon splicing. Therefore, an outlier detection is utilized to identify genes with alternatively used exons or probesets [19]. An F score, representing the discrepancy of one probeset from the other probesets of the same gene, is calculated for every probeset and sample. The F scores were combined into an all-sample score by choosing the maximum of the minimal F scores of one condition group and were used for false discovery rate (FDR) calculation. In Fig. 2 the F scores of all samples from the probesets with an FDR below 10% were visualized in a heatmap. The top scoring probesets display elevated scores in all samples of at least one condition group. Therefore, the method of choosing an all-sample score is adequate to identify probesets consistently deviating from the estimated expression level instead of simply detecting single random outliers. The 10 probesets fulfilling the demand for a FDR below 10% are shown in Table 2. Five of these 10 genes were detected as significantly activity-regulated on a whole gene level, and three were identified as highly significant by ANOSVA (Table 1, Additional file 1). A notable feature of the FIRMA method is the scoring by probesets instead of whole genes which already points at the differentially used exons (Fig. 2 and Table 2, Additional file 4). In contrast, only one minimal p-value is specified by the ANOSVA method and probesets have to be identified individually.

**Fig. 2:**
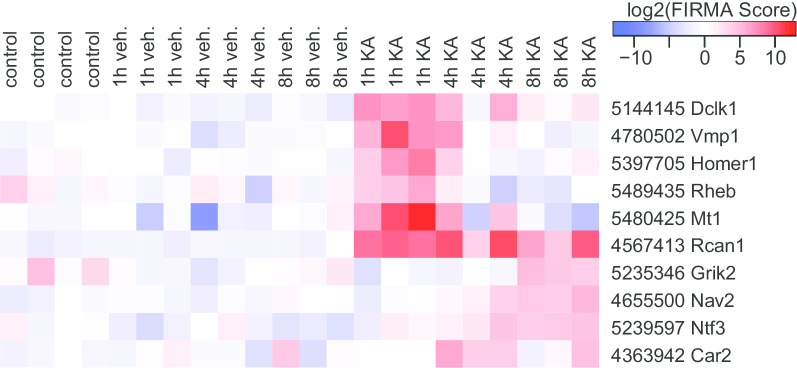
Heatmap of significant FIRMA scores. F scores were transformed to a log2 scale prior to compiling this heatmap and are the basis for the color key on the right. Affymetrix probeset IDs and corresponding gene names are shown on the right. Identity of experimental groups is indicated as controls (n = 4 replicates) and time points after kainic acid induced seizure onset (KA) and vehicle-treated time matched controls (veh.) (n = 3 replicates)

**Table 2:** Genes with significant activity-dependent exon usage identified through FIRMA

Gene name	Probeset ID	Probeset number	Exon number	F^s^ score^a^	F^0^ score^b^	FDR^c^	DE^d^
*Rcan1*	*4567413*	*4*	*3*	*444.6*	*0.345*	*0.0*	*−*
Dclk1	5144145	10	9	96.8	0.525	0.0	−
Mt1	5480425	1	2	70.9	0.621	0.0	+
*Vmp1*	*4780502*	*11*	*13*	*50.1*	*0.542*	*0.0*	*−*
Ntf3	5239597	7	3	14.8	0.371	0.067	+
Rheb	5489435	8	8	15.1	0.404	0.071	+
Grik2	5235346	9	8	15.5	121.96	0.077	+
Car2	4363942	22	13	16.1	0.347	0.083	−
*Homer1*	*5397705*	*6*	*2*	*161.6*	*0.581*	*0.091*	* + *
Nav2	4655500	3	9	169.6	0.841	0.1	−

FIRMA (F) scores represent the discrepancy of one probeset from the other probesets in the same gene and were calculated for every probeset and sample

Italics indicates genes also found highly significantly spliced using time-dependent ANOSVA (Table 1)

^a^F^s^ score, corresponds to samples collected after seizure compared to controls and samples

^b^F^0^ score, corresponds to samples collected after vehicle treatment compared to controls

^c^FDR, False discovery rate calculated from F scores for the alternative and the null model

^d^DE, differentially expressed, indicates whether the whole gene was identified as induced by neuronal activity in our initial analysis (Table S1)

Using two different methods, we identified alternative exon usage induced by neuronal-activity. Among the identified alternative spliced transcripts are already described, canonical activity-regulated genes, but also genes previously undescribed in this context.

### Validation of activity-induced alternative exon usage

To validate the observed alternative exon usage, we first visualized the data obtained from the exon arrays for selected genes. We depicted probe-wise and probeset-wise expression of transcripts as well as the log2 ratios for all analyzed time points, as shown in Additional file 5. Moreover, we aligned all probesets of a gene to the corresponding exons to compare these to known transcripts (Additional file 5). Besides, we generated and surveyed an independent RNA-sequencing data set (see overview in Fig. 1a). 

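The independent RNA sequencing data set held 5 libraries of hippocampal RNA, with 1 library of untreated control mice, 1 of the 1 h time point, 2 of the 4 h time point and 1 of the 8 h time point after the onset of seizures. Seizures were provoked by intraperitoneal injection of kainic acid (20 mg/kg), an agonist of glutamate receptors that strongly excites hippocampal neurons. The replicates at 4 h are called mouse 1 and mouse 2. The libraries were made from total RNA with a kit that keeps the strand of the RNA, and the paired-end reads were aligned with STAR. The authors deposited the number of reads counted on each of 55385 genes in every library, without normalization. These counts join all exons and splice variants of a gene, so they measure the induction of the whole gene and do not resolve single exons or exon junctions. The strand setting of the counting, the genome build and the annotation release are not given in the sources used here. The reads counted on genes numbered 19100374 in the control, 17744508 at 1 h, 18250114 in mouse 1 and 19109204 in mouse 2 at 4 h, and 16612225 at 8 h. The share of deposited reads that lay on no gene ranged from 24.7% in the control to 33.1% in mouse 1 at 4 h.
Counts were normalized by the TMM method of edgeR and are given as normalized CPM, that is, scaled to the same library total. The 19768 genes that passed edgeR's expression filter were compared with the control by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and log2 fold changes were computed with a prior count of 2. Only the pair at 4 h is replicated. The fit therefore has 1 residual degree of freedom, and the single libraries of the control, 1 h and 8 h were assumed to vary like this pair. A gene that was not called is for this reason not shown to be unchanged. The normalized counts of the pair differed at least 2-fold for 1953 of the 19768 genes, and the log2 ratio between them had an SD of 0.66. Intervals on single counts are exact Poisson 95% intervals. They cover counting error only, as reads are not independent molecules. A count of 3, taken as the floor, corresponded to between 0.151 normalized CPM in the control and 0.178 in mouse 1 at 4 h. With an adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 genes at 1 h, 1 gene at 4 h and 0 genes at 8 h. An unadjusted p under 0.05 was found for 478, 2291 and 892 genes, and about 988 of the 19768 genes are expected by chance. DESeq2 called 56, 238 and 33 genes at the 3 time points, and limma-voom called 0 at each.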

Selected exon spanning RNA sequencing results were verified by RT-PCR using exon spanning primer pairs (Additional files 6 and 7) and hippocampal RNA from independent experiments in which control mice and mice sacrificed 1 or 4 h after seizure onset were used. Finally, two alternative splicing events were confirmed by in situ hybridization.

For validation experiments, we choose the most significant genes identified by ANOSVA and FIRMA, Krt75 and Rcan1. For supplementary validation experiments, we aimed at a balance between genes identified as induced by neuronal activity in our initial analysis (Additional file 1) and genes that were not identified on the whole gene level. Moreover, we selected genes with an expected rather simple splicing pattern such as alternative 5′-exon usage, as observed for Cda, Erffi1 and Inhba, and genes with a rather complex splicing pattern and multiple activity-regulated splice variants, such as Homer1, or at least one activity-regulated splice variant, such as Tpm1 and Dclk1.

According to the time-dependent ANOSVA, the most significant alternatively spliced gene after neuronal activity is Krt75 (Table 1). The type-II cytokeratin Krt75 is highly expressed in hair follicle and in epithelia of the nail bed, but significant neuronal expression has not been reported before [21]. Gene specific analysis of our microarray data revealed an induction of probesets corresponding to exons 4, 6, 7 and the 5′ area of the terminal exon 9 (Fig. 3a, b and Additional file 5). The plot in Fig. 3b shows the log2 ratio calculated from the mean intensities at the three time points after seizure onset over the course of probesets per exon. The expression of Krt75 was below the median log2 expression value of all genes considered. This explains why Krt75 was not identified as significantly activity-regulated in our initial analysis on the whole gene level (Additional file 1). We analyzed our independent RNA sequencing data set and found an induction of Krt75 transcripts harboring exons 4–9 at 4 and 8 h after seizure onset (Fig. 3c, d). 

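Krt75 (ENSMUSG00000022986.5) lies on chromosome 15 of GRCm38 from 101563345 to 101573904 on the minus strand. GENCODE release M21 annotates 1 transcript with 9 exons, in which exon 4 spans 101571021 to 101571116 and exon 9 spans 101563345 to 101565117. Exons of genes on the opposite strand cover 3.95% of its exon length. The number of reads counted on Krt75 was 0 in the control and 5 at 1 h (95% interval 1.62 to 11.7). At 4 h it was 297 in mouse 1 and 243 in mouse 2, and at 8 h it was 276. This corresponds to 0.284 normalized CPM at 1 h, 17.6 and 12.9 at 4 h and 15.7 at 8 h. Measured against the floor of 3 counts in the control library, Krt75 was at least 117-fold higher in mouse 1 and at least 85.3-fold higher in mouse 2 at 4 h, and at least 104-fold higher at 8 h. These bounds leave out the counting error of the later libraries. They would be lower against the upper limit of the exact Poisson 95% interval of the control, 3.69 counts. At 1 h the interval of the 5 reads includes the floor, and no bound is given. The fitted log2 fold change was 1.84 at 1 h, 7.12 at 4 h and 7.17 at 8 h (adjusted p = 1, 0.0993 and 0.281 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No standard error is given because the control had no counts. The fitted value at 1 h is set by the prior count and was 5.40 with a prior count of 0.125 in place of 2. The same change moved the log2 fold change at 4 h most, to 11.11. Of 11 alternative settings, 5 called Krt75 at 4 h and at 8 h, namely library size alone, DESeq2, assumed biological coefficients of variation of 0.2 and of 0.4, and no filter on low counts. Without this filter, the fit gave genes of like abundance the same spread and did not use that of the single gene. This limits the calls without a filter for all genes below as well. Across the 11 settings, the adjusted p (Benjamini-Hochberg, with edgeR, DESeq2 or limma) ranged from 1.01e-30 to 0.323 at 4 h and from 2.31e-28 to 0.900 at 8 h.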

The increase in the relative expression level of the transcript is illustrated by the coverage plots from paired-end RNA-sequencing reads (Fig. 3c) and by the numbers in the Sashimi plots which indicate the counts of RNA sequencing reads that span the respective exon junctions (Fig. 3d). Notably, the microarray probesets did not represent Exon 5 and 8 (Fig. 3a, Additional file 5). We performed RT-PCR to demonstrate splicing of Krt75 exons. Using exon spanning primer pairs, we verified activity-regulated expression of exon 4 and 5, 5 and 6, and amplified a fragment corresponding to exon 4 to 6 including exon 5 by using primer specific for exon 4 and 6 (Fig. 3e). Finally, we used primer corresponding to exon 4 and 9 to amplify the complete transcript. DNA sequencing of the amplified product demonstrated usage of all exons 4–9 in the activity-regulated transcript 4 h after seizure onset. Thus, neuronal activity induces expression of a transcript that is truncated at its 5′-end when compared with the canonical transcript 1 (Fig. 3a, Additional file 8). The intron sequence upstream of exon 4 presents no alternative in-frame start codon. In exon 4, the sequence surrounding the first start codon corresponds to the Kozak sequence. It begins with the translated amino acid sequence MNKVE which is highly conserved in humans, chimpanzee, rat and chicken. The terminal exon nine harbors two canonical polyadenylation motifs (AATAAA and ATTAAA) and both are present in the activity-regulated transcript.

**Fig. 3:**
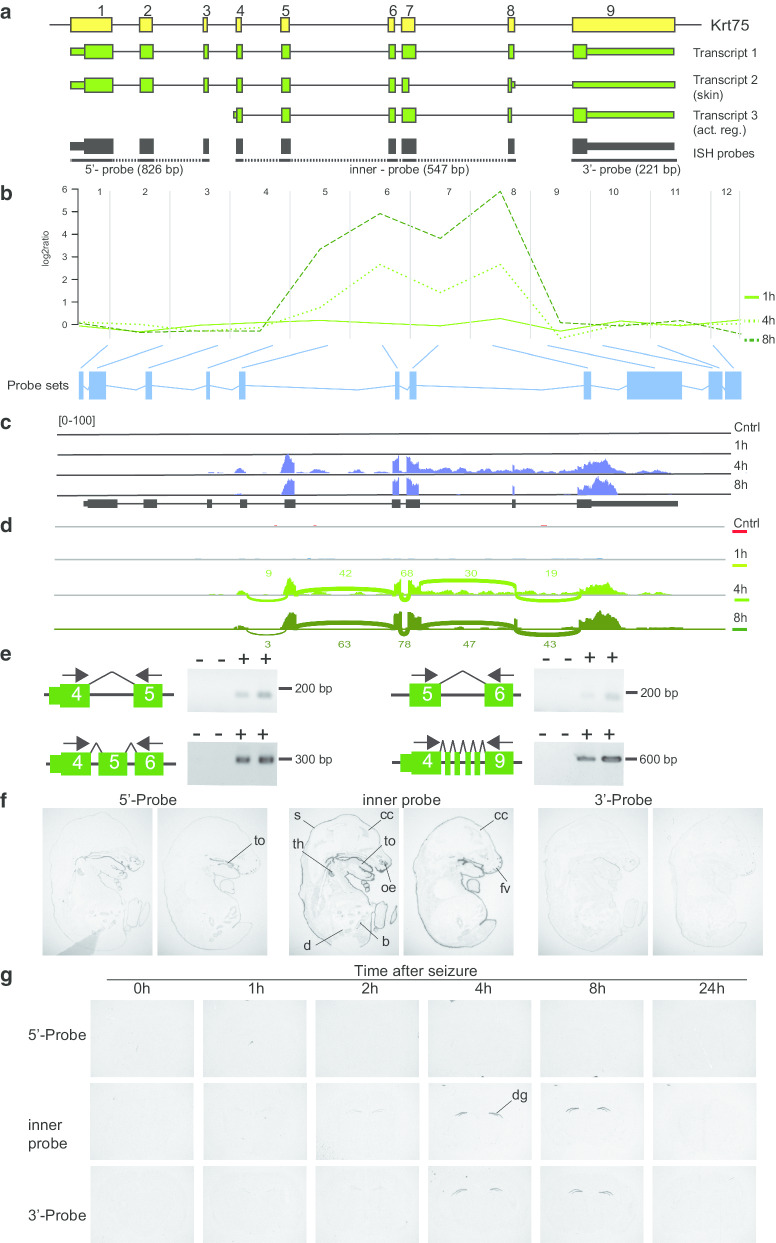
Exon usage of neuronal activity regulated Krt75. **a** Krt75 is encoded by 9 exons (yellow boxes, not to scale). Transcript 1 represents the canonical variant. Transcript 2 and 3 were identified in this study. Larger boxes represent coding sequence, smaller boxes untranslated regions. Probes used for in situ hybridization (ISH) indicated in black. **b** Visualization of the microarray data. The plot shows the log2 ratio calculated from the mean normalized intensities of transformed expression values over the course of probesets per exon. Green lines represent indicated expression kinetics. Blue boxes represent probesets per exon present on the microarrays. **c** Validation of exon expression in hippocampus of control mice or 1, 4 or 8 h after seizure onset by RNA sequencing. Shown are coverage plots (blue) from paired-end reads. The reference gene track is depicted below (black). **d** Sashimi plot of RNA sequencing data. Numbers indicate the counts of RNA sequencing reads that span the respective exon junctions. **e** Validation of splicing events by RT-PCR. Numbers indicate exons. Exon-spanning primers (arrows) were used to assess expression of exons in total RNA of hippocampi of control mice (−) and of mice sacrificed 4 h after seizure onset (+). The observed transcript size in the lower left panel indicates inclusion of exon 5 and in the lower right panel inclusion of exons 4–9 which was confirmed also by sequencing of the PCR product. **f** Autoradiograms of ISH of parallel sagittal sections of E16 embryonic mice with the three specific probes. **g** Autoradiograms of ISH of parallel coronal brain sections of mice sacrificed at indicated time points after seizure onset. ISH of one specific antisense probe was conducted in parallel on one glass slide. *b* bladder, *cc* cerebral cortex, *d* duodenum, *dg* dentate gyrus, *fv* follicles of vibrissae, *oe* olfactory epithelium, *s* skin, *th* thymus, *to* tongue

To inspect tissue specific expression of Krt75 in the brain in more detail, we performed in situ hybridizations using three different probes. The first corresponds to the 5′-region of the transcript that was not induced after seizures, the second corresponds to the activity-regulated exons 4–8, and the third to the 3′-terminal exon 9 (Fig. 3a). To obtain cDNA to generate the first probe, we cloned Krt75 from skin, amplified the canonical transcript and as well a previously undescribed splice variant that encodes a C-terminal truncated protein (Additional file 8). Next, we demonstrated functionality of the three different in situ probes on parallel sagittal sections of E16 mouse embryos (Fig. 3f). We detected with all three probes specific expression of Krt75, as expected, in the skin, but as well in epithelia of tongue, duodenum and bladder. Moderate expression in the developing cerebral cortex was observed only with the inner-probe and on a lower level with the 3′-probe, which is considerably shorter than the other probes and yielded in lower signal intensity. We hybridized parallel coronal sections of brains from adult mice sacrificed at different time points after onset of seizures (Fig. 3g). Under control conditions none of the three probes revealed expression in brain. We observed low expression 1 and 2 h after seizure onset only with the inner- and the 3′-probe. This expression was restricted to the dentate gyrus and more pronounced 4 and 8 h after seizure onset (Fig. 3g). The results are in accordance with our initial finding that Krt75 truncated at the 5′-end is expressed after neuronal-activity in the hippocampus.

The most significantly altered expression observed by FIRMA corresponds to a probeset that represents exon 3 of RCAN1 (regulator of calcineurin-1) (Table 2). Time-dependent ANOSVA identified as well Rcan1 as an activity-regulated spliced gene (Table 1). Notably, Rcan1 was not identified as activity-regulated on the whole gene level in our initial analysis (Additional file 1). This is likely due to only one probeset (4567413) showing a strong upregulation of log2 ratios by 2.5 to 3.5 whereas the levels of all other probesets are almost unchanged (Additional file 9). The Rcan1 gene comprises 6 exons and the first three are mutually exclusively used as the initial exon in three alternative splice variants (Fig. 4a). The induced probeset corresponds to exon 3, which is present only in transcript variant 2 (Fig. 4a, b). 

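Rcan1 (ENSMUSG00000022951.16) lies on chromosome 16 of GRCm38 from 92391953 to 92470867 on the minus strand and has 7 annotated transcripts with alternative initial exons. The initial exon of Rcan1-201 is 182 bp long and spans 92399896 to 92400077 and those of Rcan1-202, Rcan1-203 and Rcan1-205 lie at 92465833 to 92466146, 92458258 to 92458475 and 92470815 to 92470867. The gene had 781 counts in the control, 1313 at 1 h, 1959 in mouse 1 and 1278 in mouse 2 at 4 h, and 872 at 8 h. The normalized CPM were 39.2 (95% interval 36.5 to 42.1) in the control, 74.7 at 1 h, 116 and 67.6 at 4 h and 49.7 at 8 h. Against the control, Rcan1 had a log2 fold change of 0.93 (SE 0.39) at 1 h, 1.23 (SE 0.36) at 4 h and 0.34 (SE 0.39) at 8 h (adjusted p = 1, 0.352 and 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 4 h both mice lay above the control. Without a filter on low counts Rcan1 was called at 1 h and at 4 h, and with an assumed biological coefficient of variation of 0.2 it was called at 4 h. Over 12 alternative settings the adjusted p (Benjamini-Hochberg, with edgeR, DESeq2 or limma) ranged from 0.0343 to 1 at 1 h and from 1.65e-05 to 1.00 at 4 h.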

RNA sequencing confirms induction of exon 3 and most likely of variant 2 which comprises exon 3–6 at the 1 and 4 h time point (Fig. 4c, d). Moreover, the sequencing results suggest that variant 1 which comprises exon 2 and exons 4–6 is constitutively expressed in the hippocampus. Using exon spanning primer pairs, we demonstrate that a transcript comprising exon 2 and 4, but not exon 3 is expressed under control conditions and 4 h after seizure onset, whereas a transcript expressing exon 3 and 4 is nearly undetectable under control conditions and clearly detectable 4 h after seizure onset (Fig. 4e). In addition, we used probes specific for exon 2 or exon 3 for in situ hybridizations (Fig. 4a). Exon 2 is widely expressed in embryonic tissue whereas expression of exon 3 is restricted to specific organs such as lung and heart and almost undetectable in embryonic brain (Fig. 4f). In adult murine brain, variant 1 is constitutively and widely expressed and the expression level is nearly unchanged after seizures (Fig. 4g). In contrast, variant 2 is almost undetectable under control conditions and markedly induced in the dentate gyrus of the hippocampus already 1 h after seizure onset (Fig. 4g). These experiments demonstrate induction of an alternative splice variant of Rcan1 after neuronal activity provoked by seizures. To assess if these observations are limited to seizure induced neuronal activity, we analyzed an additional RNA sequencing data set derived from primary cultured hippocampal neurons in which controls were compared with neurons 3 h after potassium-induced depolarization [22]. For activity-dependent expression of Rcan1, we observed a high constitutive expression of variant 1 and a significant induction of Rcan1 variants 1 and 2 (Additional file 10).

**Fig. 4:**
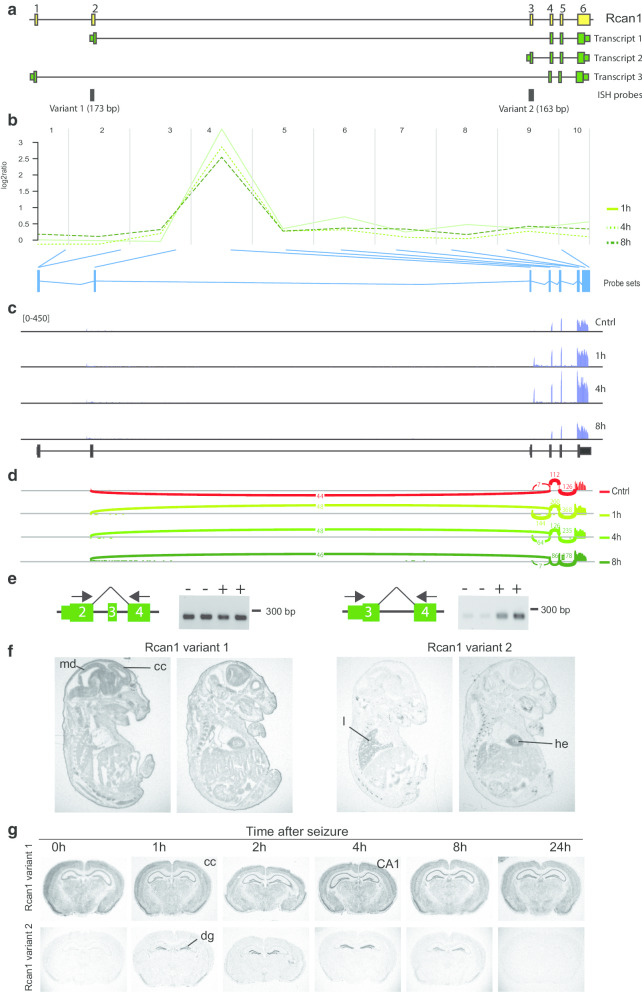
Activity dependent alternative splicing of Rcan1. **a** Rcan1 is encoded by 6 exons (yellow boxes, not to scale). The first three exons are mutually exclusive and their alternative usage results in transcript 1, 2 and 3 (green). The location of two alternative probes used for in situ hybridization (ISH) are shown in black. **b** Visualization of the microarray data. The plot shows the log2 ratio calculated from the mean normalized intensities of transformed expression values over the course of probesets per exon. Green lines represent indicated expression kinetics. Blue boxes represent the probesets per exon present on the microarrays. **c** Validation of Rcan1 variant expression in hippocampus of control mice or 1, 4 or 8 h after seizure onset by RNA sequencing. Shown are coverage plots (blue) from paired-end reads. The reference gene track is depicted below (black). **d** Sashimi plot of RNA sequencing data. Numbers indicate the counts of RNA sequencing reads that span the respective exon junctions. **e** Validation of splicing events by RT-PCR. Numbers indicate exons. Exon-spanning primer pairs (arrows) were used to assess expression of exons in total RNA of hippocampi of control mice (−) and of mice sacrificed 4 h after onset of seizures (+). Note that the observed transcript size in the left panel indicates exclusion of exon 3 and that the forward primer in the right panel corresponds to the 5′-UTR of exon 3. **f** Autoradiograms of ISH of parallel sagittal sections of E16 embryonic mice with the variant specific Rcan1 probes on parallel sections. **g** Autoradiograms of ISH of parallel coronal brain sections of mice sacrificed at indicated time points after seizure onset. ISH of one specific antisense probe was conducted in parallel on one glass slide. *CA1* field CA1 of the hippocampus, *cc* cerebral cortex, *dg* dentate gyrus, *he* heart, *l* lung, *md* midbrain

In addition to Rcan1 other genes with alternative 5′-exon usage were found in our analysis. Examples are Cda, Errfi1 and Inhba identified by time-dependent ANOSVA (Table 1). All three genes were as well identified as activity-regulated on the whole gene level. Cda is encoded by 4 exons and two transcripts harboring all 4 exons or only exon 3 and 4 are known (Fig. 5a). Probesets corresponding to exon 3 and 4 indicate activity-regulated expression 4 and 8 h after seizure onset (Fig. 5b, Additional file 11). RNA sequencing confirms induction of exon 3 and 4 (Fig. 5c, d). 

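Cda (ENSMUSG00000028755.3) lies on chromosome 4 of GRCm38 from 138338424 to 138367992 on the minus strand. The annotated transcript Cda-201 holds 4 exons, at 138367790 to 138367992, 138351184 to 138351295, 138343507 to 138343564 and 138338528 to 138339000. Cda-202 begins in a longer form of exon 3, from 138343507 to 138343649, and ends in exon 4. Summed over all exons, the gene had 10 counts in the control, 3 at 1 h, 185 in mouse 1 and 129 in mouse 2 at 4 h, and 63 at 8 h, or 0.502, 0.171, 11.0, 6.82 and 3.59 normalized CPM. The ratio to the control was 21.9 (95% counting interval 11.6 to 46.4) in mouse 1 and 13.6 (7.15 to 29.0) in mouse 2 at 4 h, and 7.15 (3.64 to 15.6) at 8 h. At 1 h the ratio was 0.340 with an interval from 0.0601 to 1.32, so a change was not detectable at this depth. Cda had a log2 fold change of -1.13 (SE 0.87) at 1 h, 3.88 (SE 0.60) at 4 h and 2.60 (SE 0.62) at 8 h (adjusted p = 1, 0.242 and 0.882 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call at 4 h changed under library size alone, DESeq2, both assumed coefficients of variation and no filter, with an adjusted p (Benjamini-Hochberg, with edgeR, DESeq2 or limma) between 2.19e-11 and 0.327 over 11 settings. At 8 h it changed under the assumed coefficient of variation of 0.2 and under no filter, with a range from 0.000828 to 0.999.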

Using exon spanning primer pairs, we demonstrate that a transcript comprising the 5′-UTR of exon 3 and coding sequence of exon 4 are expressed 4 h after seizure onset, but not under control conditions (Fig. 5e). Attempts to amplify a full-length transcript 1 failed under both conditions. These data strongly suggest activity-regulated expression of only the shorter splice variant 2.

**Fig. 5:**
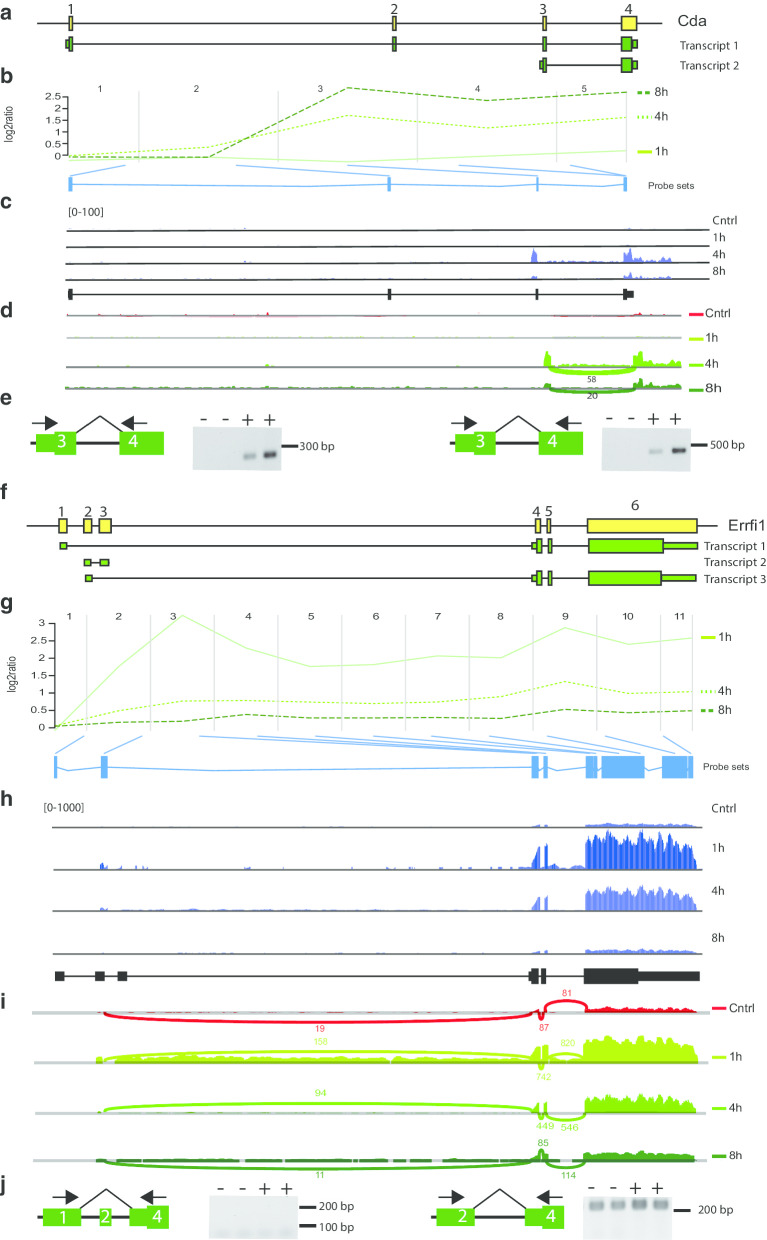
Activity dependent alternative splicing of Cda and Errfi1. **a** Cda is encoded by 4 exons (yellow boxes, not to scale). Transcript 1 comprises all 4 exons, transcript 2 only exon 3 and 4 and exon 3 has a 5′ extension. **b** Visualization of the microarray data. The plot shows the log2 ratio calculated from the mean normalized intensities of transformed expression values over the course of probesets per exon. Green lines represent expression kinetics of one time point after seizure onset. Blue boxes represent probesets per exon present on the microarrays. **c** Validation of Cda variant expression in hippocampus of control mice or 1, 4 or 8 h after seizure onset by RNA sequencing. Shown are coverage plots (blue) from paired-end reads for the four sample groups. The reference gene track is depicted below (black). **d** Sashimi plot of RNA sequencing data. Numbers indicate the counts of RNA sequencing reads that span the respective exon junctions. **e** Validation of splicing events by RT-PCR. Numbers indicate exons. Exon-spanning primers (arrows) were used to assess expression of exons in total RNA of hippocampi of control mice (−) and of mice sacrificed 4 h after seizure onset (+). Note that the forward primer corresponds to the 5′-UTR of exon 3 that is specific for transcript 2. The reverse primers correspond to 5′- or 3′-terminal sequence in exon 4. **f** Errfi1 is encoded by 6 exons. The first two exons are mutually exclusive and their alternative usage results in transcript 1 or 3. Transcript 2 comprises no open reading frame. **g** Visualization of the microarray data. **h** Validation of Errfi1 variant expression by RNA sequencing. **i** Sashimi plot of RNA sequencing data for Errfi1. **j** Validation of splicing events by RT-PCR. Note that no product was amplified by using Exon 1 and 4 specific primers

Six exons correspond to the Errfi1 gene (Fig. 5f). Two protein coding transcripts are known, exon 1 and 2 are mutually exclusive initial exons and spliced to exon 4–6. In addition, a non-coding transcript comprising exon 2 and 3 has been described (Fig. 5f). Analysis of our microarray data revealed that exon 1 expression levels are not altered, whereas exons 2 and 4–6 are induced 1 and 4 h after seizure onset (Fig. 5g, Additional file 11). 

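Errfi1 (ENSMUSG00000028967.10) is located on chromosome 4 of GRCm38 between 150853919 and 150868892 on the plus strand, with 3 annotated transcripts. Errfi1-202 starts in exon 1 (150853919 to 150854105) and Errfi1-201 in exon 2 (150855073 to 150855271), and the non-coding Errfi1-203 joins exon 2 to an exon from 150855468 to 150855814. The gene had 904 counts in the control, 9486 at 1 h, 6082 in mouse 1 and 2711 in mouse 2 at 4 h, and 968 at 8 h. Normalized for library size and composition, these are 45.4, 540, 361, 143 and 55.2 CPM. Errfi1 had a log2 fold change of 3.57 (SE 0.65) at 1 h, 2.47 (SE 0.58) at 4 h and 0.28 (SE 0.60) at 8 h, with adjusted p = 1, 0.303 and 1.00 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The difference between the control and 4 h was larger than that between mouse 1 and mouse 2. Library size alone, the assumed coefficient of variation of 0.2 and no filter called Errfi1 at 1 h and 4 h, and the assumed coefficient of variation of 0.4 called it at 1 h. The adjusted p (Benjamini-Hochberg, with edgeR, DESeq2 or limma) over 12 settings ranged from 1.42e-44 to 1 at 1 h and from 2.31e-26 to 0.465 at 4 h.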

RNA sequencing confirmed induction of exons 2 and 4–6 (Fig. 5h, i). Using exon spanning primer pairs, we could not detect expression of a transcript comprising exons 1 and 4 in murine hippocampus, but a transcript comprising the complete exons 2 and 4 appeared constitutively expressed and induced 4 h after seizure onset (Fig. 5j). RNA sequencing data of dissociated primary neuronal cultures in which neuronal activity was evoked by potassium-induced depolarization is in line with our observations and show specific induction of activity-regulated exons 2 and 4–6 (Additional file 12).

The gene Inhba comprises 5 exons and two transcripts have been described. One comprising all exons and the other exon 3–5 (Fig. 6a). Analysis of our microarray data revealed that exons 3–5 are induced after seizures (Fig. 6b, Additional file 13). However, the microarrays presented no probesets corresponding to exon 1 and 2. RNA sequencing confirmed induction of exons 3–5 one hour after seizure onset (Fig. 6c). In addition, RNA sequencing revealed an upregulation of exon 2 combined with exon 3 or alternatively with exon 4 at the 4 h time point, whereas at the 8 h time point exon 2 is combined only with exon 3 (Fig. 6d). 

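Inhba (ENSMUSG00000041324.14) lies on chromosome 13 of GRCm38 from 16011851 to 16031621 on the plus strand. The longer annotated transcript, Inhba-201, has exons at 16011851 to 16012090, 16012200 to 16012386, 16014451 to 16014532, 16017182 to 16017683 and 16026243 to 16031621, and Inhba-202 has 3 exons that begin at 16014475, within exon 3 of Inhba-201. Reads counted on the gene rose from 135 in the control to 634 at 1 h, or from 6.78 (95% interval 5.69 to 8.03) to 36.1 (33.3 to 39.0) normalized CPM. The log2 fold change at 1 h was 2.39 (SE 0.68, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Inhba was called at 1 h only with the assumed coefficient of variation of 0.2 and without a filter, among 12 settings over which the adjusted p (Benjamini-Hochberg, with edgeR, DESeq2 or limma) ranged from 1.85e-20 to 1.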

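At the later time points Inhba had 17572 counts in mouse 1 and 7597 counts in mouse 2 at 4 h, and 1393 counts at 8 h. These correspond to 1044 and 402 normalized CPM at 4 h and to 79.5 at 8 h. Mouse 1 thus had 2.60 times the normalized counts of mouse 2, which is a smaller difference than that of either mouse from the control. The log2 fold change of the whole gene was 6.71 (SE 0.77) at 4 h and 3.53 (SE 0.70) at 8 h (adjusted p = 0.242 and 0.882 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 4 h, 5 of 12 settings (library size alone, DESeq2, both assumed coefficients of variation and no filter) brought the adjusted p under 0.05, and it ranged from 2.93e-124 to 0.375. At 8 h, library size alone, the assumed coefficient of variation of 0.2 and no filter did so, and it ranged from 3.22e-41 to 1.00. These values are Benjamini-Hochberg adjusted, with edgeR, DESeq2 or limma. Which exon is joined to which cannot be read from counts on the whole gene.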

Using exon spanning primer pairs, we detected expression of transcripts comprising exons 2–4 and alternatively 2 and 4 excluding exon 3 in murine hippocampus 4 h after seizure onset (Fig. 6e). Independently, we detected activity-regulated expression of exon 3 and 4 (Fig. 6e). These data demonstrate activity-dependent expression of transcript variant 2 and in addition induction of previously undescribed transcripts comprising exons 2–5 and a variant excluding exon 3.

**Fig. 6:**
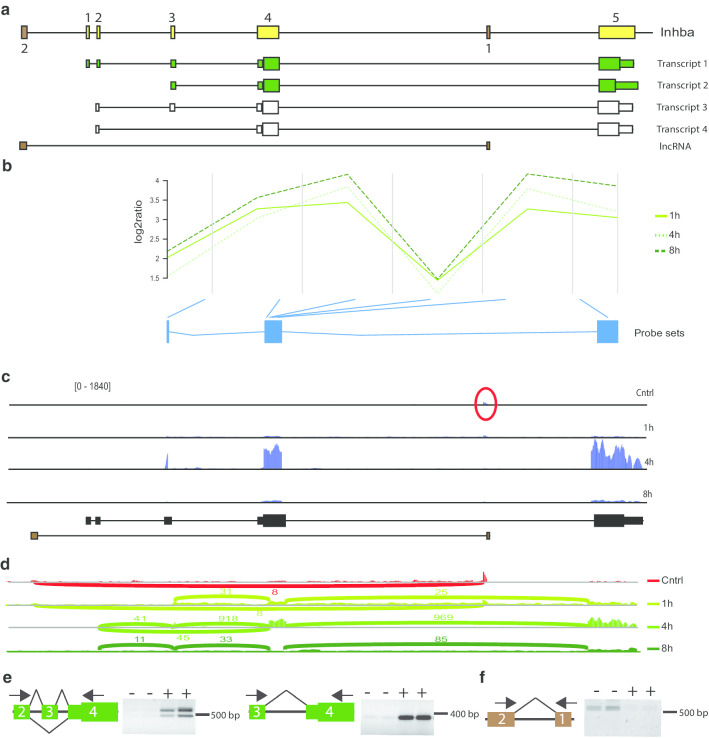
Activity dependent alternative splicing of Inhba. **a** Inhba is encoded by 5 exons (numbered, yellow boxes, not to scale). Transcript 1 and 2 (green) were described before. Transcript 3 and 4 (white) were identified in this study. Two additional transcribed exons encoding an lncRNA (brown), one upstream and one between exon 4 and 5 of Inhba are shown. **b** Visualization of the microarray data obtained for Inhba. The plot shows the log2 ratio calculated from the mean normalized intensities of transformed expression values over the course of probesets per exon. Each green line represents expression kinetics of one time point after seizure onset. The blue boxes represent the probesets per exon present on the microarrays. **c** Validation of Inhba variant expression in hippocampus of control mice or 1, 4 or 8 h after seizure onset by RNA sequencing. Shown are coverage plots (blue) from paired-end reads for the four sample groups. The reference gene tracks are depicted below (black, Inhba and brown, lncRNA). The red circle highlights expression of one exon of the lncRNA. **d** Sashimi plot of RNA sequencing data for cda. Numbers indicate the counts of RNA sequencing reads that span the respective exon junctions. **e**, **f** Validation of splicing events by RT-PCR using indicated exon-spanning primer pairs (arrows). The respective exons are indicated by numbers and in green for Inhba (**e**) and in brown for the lncRNA (**f**). Primers were used to assess expression of exons in total RNA of hippocampi of control mice (−) and of mice sacrificed 4 h after onset of seizures (+). Note that in the left panel two products were amplified, one corresponding in size to amplification of exon 2–4 and one to amplification of exon 2 and 4 and excluding exon 3

In addition, the RNA sequencing data revealed expression of an uncharacterized reversed long non-coding RNA (lncRNA) B230303A05Rik originating from the intronic region between exon 4 and 5 of Inhba as well as from intergenic regions upstream of Inhba under control conditions, but not 4 or 8 h after seizure onset (Fig. 6a, c, d). 

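B230303A05Rik (ENSMUSG00000113701.1) lies on chromosome 13 of GRCm38 from 15813548 to 16023423 on the minus strand, opposite to Inhba. The annotation lists 4 transcripts and classes the gene as a transcribed processed pseudogene. Its transcript B230303A05Rik-204 starts with an exon from 16023265 to 16023423, between exons 4 and 5 of Inhba, and ends with an exon from 15944752 to 15945340, upstream of Inhba. B230303A05Rik-202 and B230303A05Rik-203 have no exon between exons 4 and 5 of Inhba, and the counts join all 4 transcripts. The exons of both genes share 0 bases, and 1.27% of the exon length of B230303A05Rik lies under exons of other genes on the opposite strand. The count was 318 in the control and 233 at 1 h. It was 101 in mouse 1 and 114 in mouse 2 at 4 h, and 90 at 8 h. The normalized CPM were 16.0 (95% interval 14.3 to 17.8) in the control, 13.3 (11.6 to 15.1) at 1 h, 6.00 (4.89 to 7.29) and 6.03 (4.97 to 7.24) at 4 h and 5.13 (4.13 to 6.31) at 8 h. Relative to the control, 0.375 and 0.377 of the normalized counts were measured in the 2 mice at 4 h and 0.321 at 8 h. B230303A05Rik had a log2 fold change of -0.27 (SE 0.32) at 1 h, -1.39 (SE 0.27) at 4 h and -1.62 (SE 0.33) at 8 h (adjusted p = 1, 0.259 and 0.882 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The assumed coefficient of variation of 0.2 and no filter called the decrease at both later time points. Over 12 settings the adjusted p (Benjamini-Hochberg, with edgeR, DESeq2 or limma) ranged from 0.00203 to 1.00 at 4 h and from 0.0173 to 1 at 8 h.

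**Figure D1:**
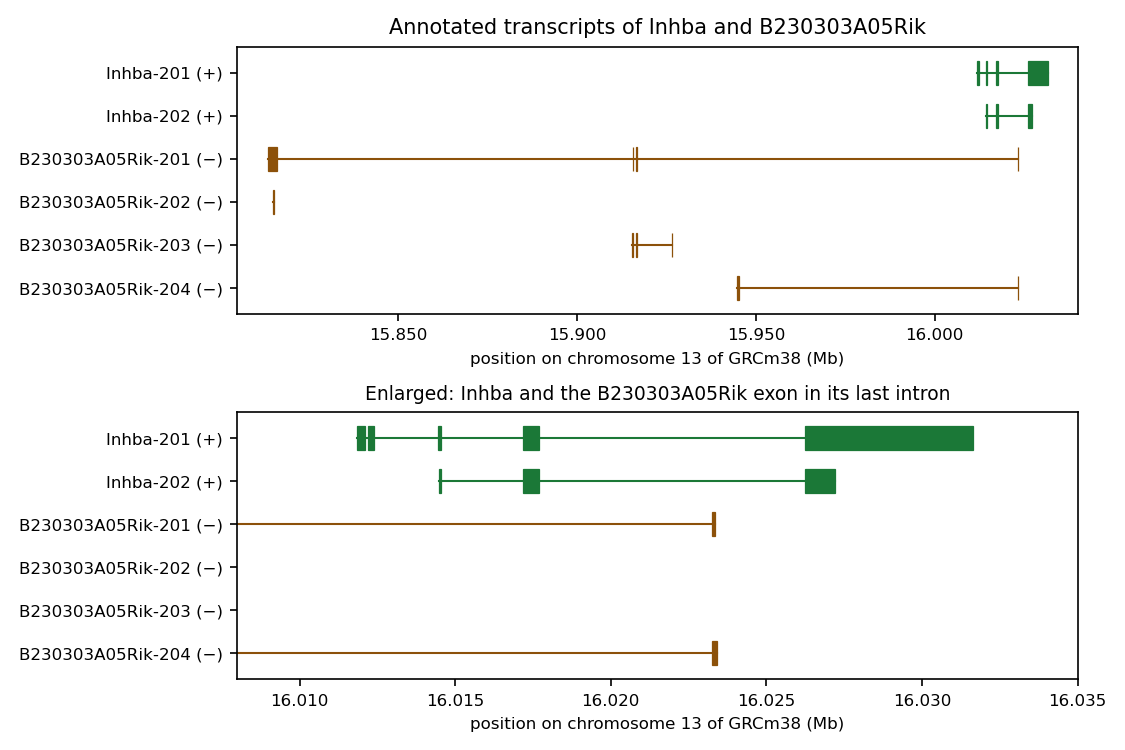
Map of the region on chromosome 13 (GRCm38, position in Mb on the horizontal axis) with the annotated exons of Inhba on the plus strand in green and of B230303A05Rik on the minus strand in brown, 1 line per transcript and the Inhba end of the region enlarged in the lower panel. The first exon of B230303A05Rik-204, from 16023265 to 16023423, lies between the exons of Inhba that end at 16017683 and begin at 16026243.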

RT-PCR using exon spanning primer pairs confirmed expression of this lncRNA under control condition but not 4 h after seizure onset (Fig. 6f) and corroborates the inverse correlation of Inhba expression and of its intronic lncRNA.

Homer1 was identified by both applied methods, time-dependent ANOSVA and FIRMA (Tables 1, 2). The Homer1 gene comprises 12 exons and at least 5 splice variants are expressed suggesting a rather complex splicing pattern (Fig. 7a). Homer1a and Ania3 are previously described activity-regulated splice variants of Homer1 [23–25]. Notably, these do not include exon 2. Here, the FIRMA method identified exon 2 as activity-regulated (Table 2). Analysis of our microarray data shows increased expression of the first seven exons of Homer 1 after neuronal activity, whereas expression of exon 8–12 is unchanged (Fig. 7b, Additional file 14). Strongest induction of transcript levels was observed one hour after seizure onset with probesets corresponding to exon 2. This strong induction does not persist over time and is reduced again 4 and 8 h after seizure onset. In addition, probesets corresponding to exon 6 and 7 demonstrate an induction but both exons differ in their induction kinetics (Fig. 7b, Additional file 14). These three highly induced exons are specific for single splice variants. Exon 2 is specific for Homer 1d, exon 6 elongated at its 3′-end is present only in Homer1a as a terminal exon and exon 7 elongated at its 3′-end is used only in Ania3 as a terminal exon (Fig. 7a). RNA sequencing data are in accordance with these observations and demonstrate highest and prolonged induction of exons 1, 3, 4, 5, and the elongated exon 6 (Fig. 7c). 

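Homer1 (ENSMUSG00000007617.18) spans 93299635 to 93405129 on the plus strand of chromosome 13 of GRCm38 and has 12 annotated transcripts. Homer1-204 ends in an elongated exon of 4523 bp from 93355940 to 93360462, and Homer1-202 starts in an exon from 93308034 to 93308360. Counts summed over all variants were 4322 in the control, 23438 at 1 h, 63378 in mouse 1 and 25524 in mouse 2 at 4 h, and 5379 at 8 h. Normalized CPM rose from 217 (95% interval 211 to 224) in the control to 1333 (1316 to 1351) at 1 h. It reached 3764 (3735 to 3794) in mouse 1 and 1350 (1333 to 1366) in mouse 2 at 4 h and returned to 307 (299 to 315) at 8 h. The difference between the mice at 4 h was therefore larger than that between mouse 2 and the 1 h library. Homer1 had a log2 fold change of 2.62 (SE 0.69) at 1 h, 3.56 (SE 0.68) at 4 h and 0.50 (SE 0.65) at 8 h, with adjusted p = 1, 0.259 and 1.00 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The assumed coefficient of variation of 0.2 and no filter called Homer1 at 1 h and 4 h, and library size alone and the assumed coefficient of variation of 0.4 also called it at 4 h. The adjusted p (Benjamini-Hochberg, with edgeR, DESeq2 or limma) over 12 settings ranged from 1.14e-29 to 1 at 1 h and from 4.06e-56 to 0.456 at 4 h.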

A shorter induction of the elongated exon 7 and only a moderate elevation of exon 2 levels were observed 1 and 4 h after seizure onset and are clearly visible in the corresponding Sashimi plot (Fig. 7d). We performed RT-PCR analysis to demonstrate that exons 1 and 3 are constitutively expressed on common transcripts and these expression levels appear slightly elevated 4 h after seizures (Fig. 7e). A combination of exon 2 and 3, which is specific for Homer 1d, is not expressed under control conditions in the hippocampus, but detectable 1 h after seizure onset (Fig. 7e). Exon 5 and 6 are expressed under control conditions. In contrast, the expression of a transcript harboring exon 5 and the 3′ elongated version of exon 6 that serves as a unique terminal exon for Homer1a is strongly induced 4 h after seizure onset (Fig. 7e). To assess if these observations are limited to seizure provoked neuronal activity, we analyzed the additional RNA sequencing data set derived from primary cultured hippocampal neurons in which controls were compared with neurons 3 h after potassium-induced depolarization [22]. We observed a similar induction of Homer1 transcripts with highest induction of the elongated exon 6 and moderate induction of the elongated exon 7 and exon 2 levels (Additional file 15). Taken together, these data demonstrate the neuronal activity-regulated differential induction of exons specific for Homer1a and Ania3, which has been described before, and to our knowledge for the first time an activity-regulated induction of Homer1d.

**Fig. 7:**
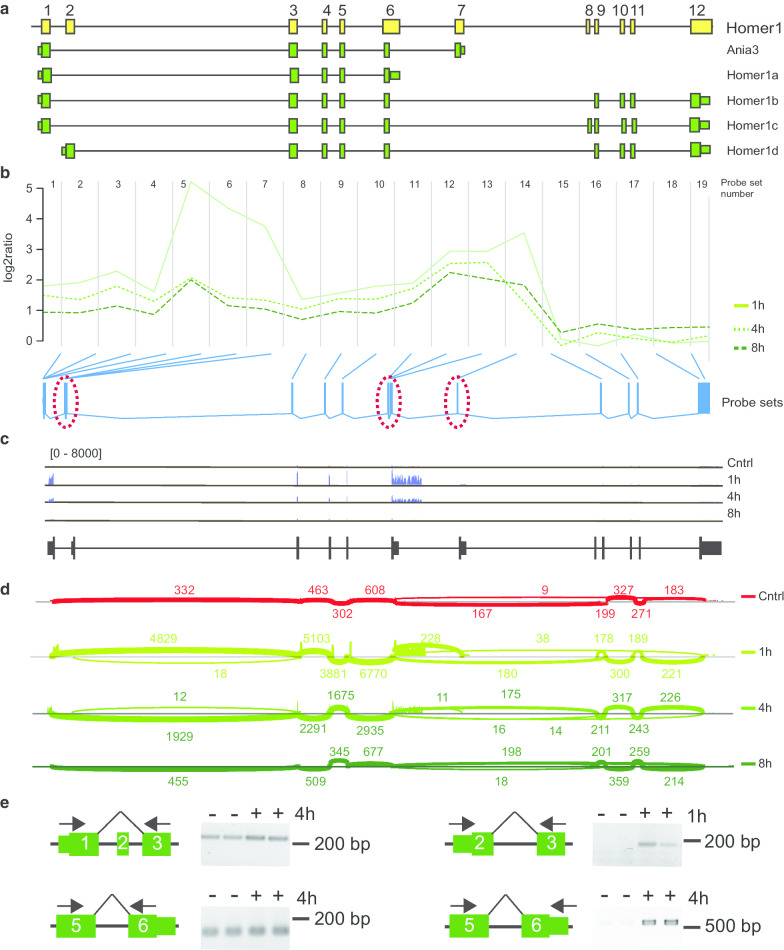
Activity dependent alternative splicing of Homer1. **a** Homer1 is encoded by 12 exons (yellow boxes, not to scale). Differential exon usage results in at least 5 splice variants (green). Larger boxes represent coding sequence and smaller boxes untranslated regions. **b** Visualization of the microarray data. The plot shows the log2 ratio calculated from mean normalized intensities of transformed expression values over the course of probesets per exon. Green lines represent expression kinetics of one time point. Blue boxes represent probesets per exon present on the microarrays. Red dotted circles highlight probesets corresponding to the second alternative 5′ exon which is featured in Homer1d, as well as probesets corresponding to the prolonged alternative 3′-end of exon 6, featured in Homer1a and probesets corresponding to the prolonged alternative 3′-end of exon 7, featured in Ania-3. **c** Validation of Homer1 variant expression in hippocampus of control mice or 1, 4 or 8 h after seizure onset by RNA sequencing. Shown are coverage plots (blue) from paired-end. The reference gene track is depicted below (black). **d** Sashimi plot of RNA sequencing data. Numbers indicate counts of RNA sequencing reads that span the respective exon junctions. **e** Validation of splicing events by RT-PCR. Numbers indicate exons. Exon-spanning primers (arrows) were used to assess expression in total RNA of hippocampi of control mice (−) and of mice sacrificed 4 h (+, 4 h) or 1 h after seizure onset (+, 1 h). Note that the product size in the upper left panel demonstrates exclusion of exon 2. The forward primer corresponding to exon 2 in the upper right panel is specific for the 5′-UTR. The reverse primer in the lower panels correspond to exon 6 and is specific for the coding region present in all transcripts (left) or specific for the 3′UTR of exon 6 present in Homer1a only (right)

Other examples for activity-regulated exon selection in genes with complex splicing patterns are Tpm1 and Dclk1. We identified Tpm1 through time-dependent ANOSVA and on the whole gene level as an activity-regulated transcript (Table 1, Additional file 1). Alternative splicing of the Tpm1 gene is complex, as it comprises 15 exons and 21 different transcripts have been identified. Figure 8a depicts the 4 major transcripts. Unfortunately, not all exons were presented by probesets in our microarray analysis, but our analysis revealed that exons 1 and 3 are highly induced after seizures (Fig. 8a, b, Additional file 16). RNA sequencing confirmed induction of exon 1 and 3 (Fig. 8c, d). These analyses strongly suggest that exon 2 is not expressed in the hippocampus. 

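Tpm1 (ENSMUSG00000032366.15) lies on chromosome 9 of GRCm38 from 67022590 to 67049406 on the minus strand and has 21 annotated transcripts. The number of counts was 2543 in the control, 2974 at 1 h, 4036 in mouse 1 and 3687 in mouse 2 at 4 h, and 3045 at 8 h. In normalized CPM, the gene stood at 128 (95% interval 123 to 133) in the control, 169 (163 to 175) at 1 h, 240 (232 to 247) and 195 (189 to 201) at 4 h and 174 (168 to 180) at 8 h. These intervals do not cover variation between mice. Tpm1 had a log2 fold change of 0.40 (SE 0.22) at 1 h, 0.77 (SE 0.20) at 4 h and 0.44 (SE 0.22) at 8 h (adjusted p = 1, 0.327 and 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 4 h Tpm1 was called without a filter on low counts but under none of the other 11 of 12 settings, with a range of the adjusted p (Benjamini-Hochberg, with edgeR, DESeq2 or limma) from 0.00702 to 1.00.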

RT-PCR using exon spanning primer pairs confirmed that transcripts spanning exon 1 and 3 are expressed in the hippocampus and these do not comprise exon 2 (Fig. 8e). Expression of transcripts comprising exon 3 and 5 but omitting exon 4 was verified by RT-PCR (Fig. 8e). However, parallel experiments demonstrated expression of transcripts comprising exon 4 (including its 5′-UTR) and exon 5 (Fig. 8d). Taken together, these data strongly suggest activity-regulated expression of transcripts comprising exon 1, 3 and 5, such as transcript 2 and 3 (Fig. 8a). RNA sequencing analysis further suggests that the terminal exon 13 is induced 4 h after seizure onset (Fig. 8c, d). RT-PCR using exon spanning primer revealed that transcripts with exon 13 as terminal exon comprise both either exon 11–13 or exon 11 and 13 omitting exon12 and both are expressed and most likely activity-induced in the hippocampus (Fig. 8e). In contrast, transcripts using exon 14 as terminal exon use as well exon 11, but omit exon 12 and 13 (Fig. 8e) and the RNA sequencing data suggest only moderate induction of such transcripts (Fig. 8c, d). In summary, these data suggest that expression of transcripts starting with the initial exons 1 and 3 and end with exon 13 as a terminal, such as transcript 3, are induced by neuronal-activity. Data derived from primary cultured hippocampal neurons in which controls were compared with neurons 3 h after potassium-induced depolarization corroborate our observations and show induction of transcripts starting with exons1 and 3 and terminating with exon 13 (Additional file 17).

**Fig. 8:**
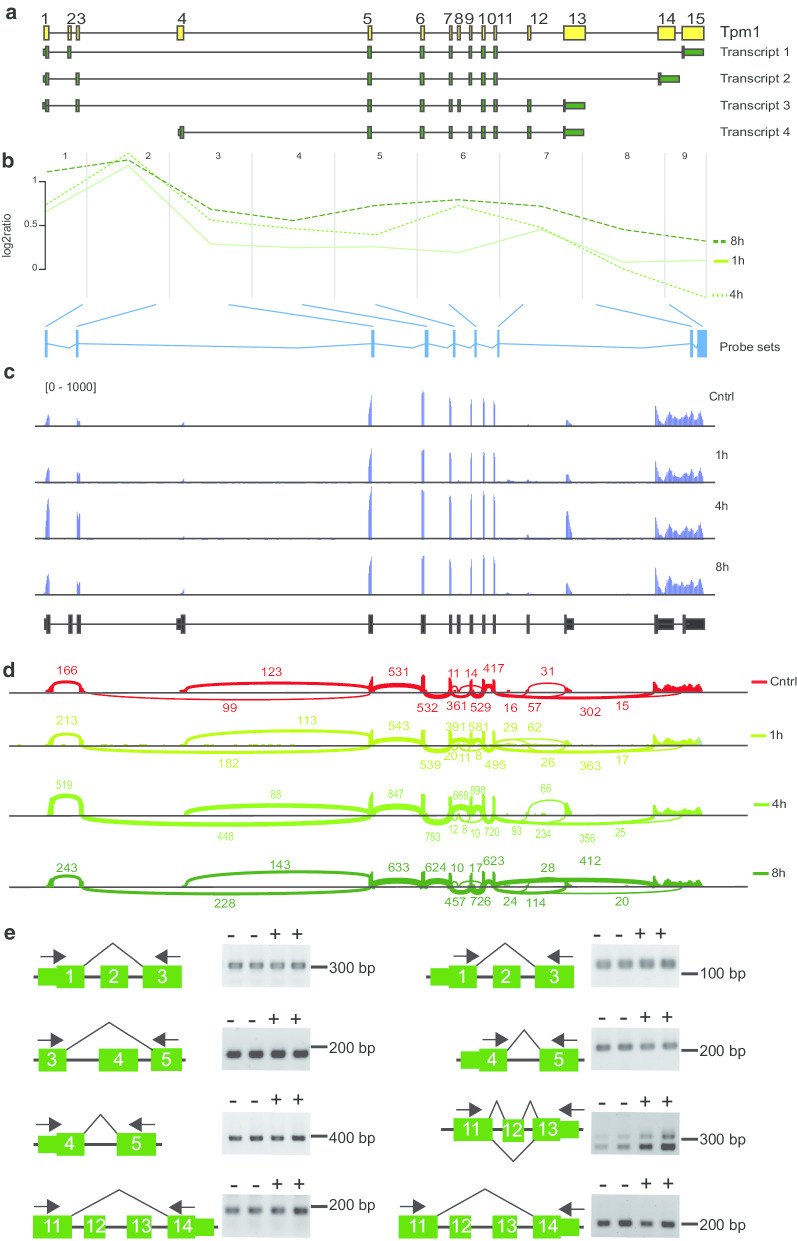
Activity dependent alternative splicing of Tpm1. **a** Tpm1 is encoded by 15 exons (yellow boxes, not to scale). Differential exon usage results in at least 21 splice variants. Of these, 4 are shown in green. Larger boxes represent coding sequence and smaller boxes untranslated sequence. **b** Visualization of the microarray data obtained for Tpm1. The plot shows the log2 ratio calculated from the mean normalized intensities of transformed expression values over the course of probesets per exon. Each green line represents expression kinetics of one time point after seizure onset. The blue boxes represent the probesets per exon present on the microarrays. **c** Validation of Tpm1 variant expression in hippocampus of control mice or 1, 4 or 8 h after seizure onset by RNA sequencing. Shown are coverage plots (blue) from paired-end reads for the four sample groups. The reference gene track is depicted below (black). **d** Sashimi plot of RNA sequencing data for Tpm1. Numbers indicate the counts of RNA sequencing reads that span the respective exon junctions. **e** Validation of splicing events by RT-PCR using indicated exon-spanning primer pairs (arrows). The respective exons are indicated by numbers. Primers were used to assess expression of exons in total RNA of hippocampi of control mice (−) and of mice sacrificed 4 h after onset of seizures (+). Note, forward primers corresponding to exon 1 and 4 match either to the 5′-untranslated sequence or to the coding sequence of the exon. The reverse primer matching exon 13 corresponds to the 3′ untranslated region and the revers primers corresponding to exon 14 match to the coding or the 3′ untranslated regions. The double bands produced by using primers corresponding to exon 11 and 13 indicate amplification of transcripts including (upper band) or excluding (lower band) exon 12

FIRMA identified exon 9 of Dclk1 (doublecortin-like kinase 1) as specifically induced by neuronal activity (Table 2). The large number of Dclk1 splice variants suggests another example of complex activity-regulated alternative splicing. Our microarray analysis identified activity-regulated induction of exon 9 (Additional file 18a). Only two known transcripts comprise exon 9 suggesting that these transcripts are activity-regulated. Analyzes of RNA sequencing data sets of murine hippocampi after seizures and of dissociated primary neuronal cultures in which neuronal activity was provoked by potassium-induced depolarization demonstrate also activity-regulated induction of exon 9 and of exon 7 and 8 (Additional file 18b–d). This strongly suggests activity-regulated expression of the short transcript harboring exon 7–9. In addition, Sashimi plots suggest activity-regulated splicing of additional exons.

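In hippocampi after seizures, Dclk1 (ENSMUSG00000027797.15, chromosome 3 of GRCm38 from 55242364 to 55539068 on the plus strand, 15 annotated transcripts) had 14471 counts in the control, 17862 at 1 h, 29906 in mouse 1 and 21771 in mouse 2 at 4 h, and 20906 at 8 h. The normalized CPM of the whole gene were 727 in the control, 1016 at 1 h, 1776 and 1151 at 4 h and 1193 at 8 h. Exons of genes on the opposite strand cover 0.745% of its exon length. Dclk1 had a log2 fold change of 0.48 (SE 0.33) at 1 h, 1.01 (SE 0.29) at 4 h and 0.71 (SE 0.33) at 8 h, with adjusted p = 1, 0.352 and 1.00 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Mouse 1 and mouse 2 both lay above the control at 4 h, where no filter on low counts was the only 1 of 12 settings that called the gene. There the adjusted p (Benjamini-Hochberg, with edgeR, DESeq2 or limma) ranged from 1.37e-05 to 1.00. The primary neuronal cultures are not part of the deposited counts.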

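Over the 9 genes examined by RNA sequencing in hippocampi after seizures (Krt75, Rcan1, Cda, Errfi1, Inhba, B230303A05Rik, Homer1, Tpm1 and Dclk1) and the 3 time points, 27 comparisons with the control were made. Adjusted over all 19768 genes, 0 of the 27 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while 17 had an unadjusted p under 0.05. With the other tools the number past the threshold over all genes was 4 with DESeq2 and 0 with limma-voom. Adjusted over the list alone, 17 of the 27 comparisons had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the smallest being 0.000384 for Krt75. The genes were chosen on the microarrays, from other mice, except for B230303A05Rik, which was found in these libraries, so that its place in the list is not independent evidence.

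**Figure D2:**
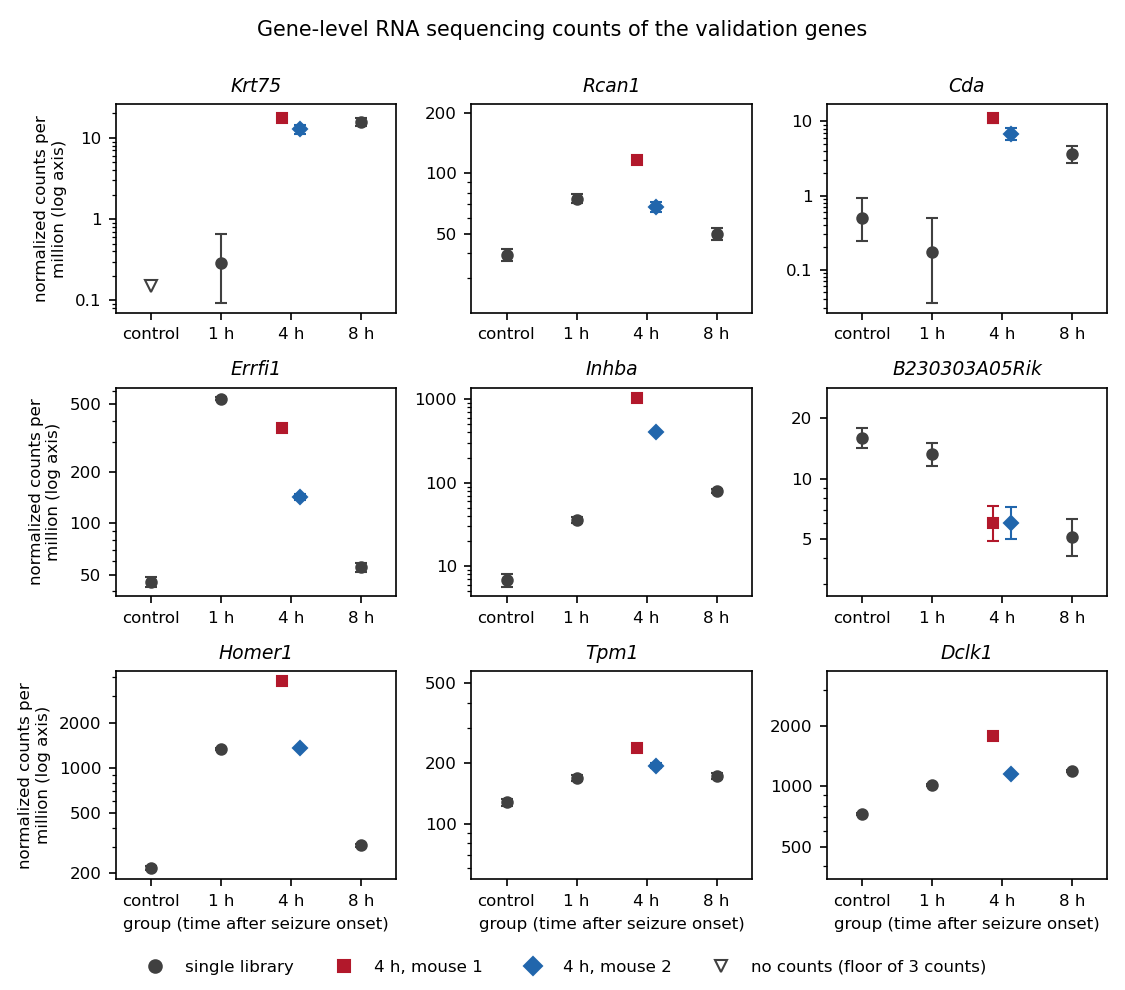
Normalized CPM (logarithmic axis) of the 9 genes in each library, plotted against time after seizure onset in h, with bars for the exact Poisson 95% intervals. Grey circles are the single libraries, the red square is mouse 1 and the blue diamond mouse 2 at 4 h, and the open triangle marks the floor of 3 counts (0.151) for Krt75 in the control, which had no counts. At 4 h the blue diamond of Inhba sits at 402 and the red square at 1044, both above the control at 6.78.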

Taken together, our validation experiments confirm the exon usage induced by neuronal activity identified by two bioinformatics methods and predict a number of activity-regulated alternatively spliced transcripts.

## Discussion

Here, we identified increased expression levels of exons after chemically induced seizures in the murine hippocampus. To this end, we utilized exon-specific microarrays, observed low variance between biological replicates and analyzed the obtained data by different bioinformatics methods. To validate these findings we reproduced our results in additional cohorts of mice using RNA sequencing, RT-PCR and in situ hybridization. 

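The log2 ratios of the paper's microarray analysis on the whole gene level (Additional file 1) were set against the log2 fold changes of the RNA sequencing libraries, which come from other mice. The array ratios compare kainic acid with vehicle at the same time point, while the fold changes compare it with the untreated control. Of 718 entries in the copy of that list used here, 682 matched by gene symbol and 22 by an older symbol, and 697 genes passed the expression filter. Across these genes, which are not independent replicates, Pearson's r was 0.926 at 1 h, 0.921 at 4 h and 0.857 at 8 h. Spearman's rho was 0.835, 0.913 and 0.881 at the same time points. The direction of change was the same for 551 genes (79.1%) at 1 h, 661 (94.8%) at 4 h and 614 (88.1%) at 8 h. All 3 RNA sequencing comparisons share the 1 control library. Restricting the genes to those with an array log2 ratio of at least 0.5 in size gave an r of 0.935, 0.931 and 0.879. Leaving out mouse 2 at 4 h moved r most, to 0.898, and leaving out mouse 1 gave 0.908. Between unlike time points, the 1 h library had r = 0.595 with the array ratios of 4 h and 0.396 with those of 8 h, and the 8 h library had r = 0.215 with those of 1 h and 0.694 with those of 4 h. Mouse 1 at 4 h had r = 0.734 with the array ratios of 1 h and 0.768 with those of 8 h, and mouse 2 had 0.547 and 0.825. From exons induced on the microarrays, the paper goes on to reads over the same exons and their junctions in these libraries and to RT-PCR and in situ hybridization in further mice. From these it concludes that the exon usage found by both of its bioinformatics methods holds, and it predicts a number of alternatively spliced transcripts that depend on activity.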

By applying these methods, we identified several activity-regulated splice variants that were otherwise not detected on a global gene level.

We used two different bioinformatics methods, ANOSVA and FIRMA, to identify exons induced by neuronal-activity. ANOSVA, which uses only treatment and probesets as factors at a single time point, was here adjusted to incorporate data from multiple time points and named time-dependent ANOSVA. The ANOSVA method supplies one minimal p value on the gene level and individual analyses have to determine which probesets caused a significant interaction term. In contrast, the FIRMA method already identifies differentially used exons by scoring probesets instead of whole genes. Both methods identified different sets of genes and of the 10 most significant genes identified by FIRMA 3 were also identified as highly significant by ANOSVA.

All genes tested in our validation experiments demonstrated activity-regulated exon usage. Analysis of an additional RNA sequencing data set derived from primary cultured hippocampal neurons under control conditions and 3 h after potassium-induced depolarization [22] gave comparable results for the genes induced 1 h after seizure onset. This suggests that the observed activity-regulated splicing events can be induced by different experimental paradigms of neuronal activity. Moreover, it underscores the high quality of the presented exon array and RNA sequencing data sets, which provide a rich resource for future comparative expression analysis, for the dissection of enhancers and promoters that drive activity-regulated expression and for selecting activity-regulated splice isoforms to be used in functional studies.

Some of the identified activity-regulated, alternatively spliced transcripts, such as Homer1, BDNF, Erffi1 and Inhba, are canonical activity-regulated transcripts [23–31]. For these and the here recognized Rcan1, Tpm1 and Dclk1 translation of the encoded proteins has been demonstrated [32–40]. Differences in exon usage after neuronal activity has been described before for BDNF and Homer1. BDNF is an example of activity-dependent differential usage of 5′-exons harboring untranslated sequence. Such alternatively used 5′-exons suggest differential promotor usage. We demonstrate for Rcan1 and Errfi1 activity-dependent splicing of mutual exclusive 5′-exons and for Inhba differential usage of two 5′-exons. The different splice variants of Errfi1 and Inhba each respectively comprise identical open reading frames. This suggests a pure regulatory function on the transcript level. Neuronal activity-regulated induction of Errfi1, a negative regulator of the EGFR-MAPK signaling pathway, depends on the transcription factor serum response factor (SRF), which is itself a neuronal activity-regulated gene known to stimulate immediate early gene expression (Additional file 1) [34, 41, 42]. This indicates that SRF specifically induces expression of an Errfi1 transcript starting with exon 2.

In contrast to Errfi1 and Inhba, the Rcan1 variants use alternative transcriptional start sites and encode alternative N-termini. Rcan1 is an inhibitor of calcineurin-dependent transcriptional response and critical for synaptic plasticity and formation of memory [37]. In Rcan1, exon 1–3 are mutually exclusively used 5′-exons. Exon 3 corresponds to the most significantly activity-dependent probeset identified by FIRMA and we demonstrate that variant 2 which includes exon 3 is induced by neuronal activity. It has been reported that the Rcan1 variant 1, which includes the second exon, is more abundant and higher expressed in the brain than the variant 2 [36]. This is in agreement with our study. Accordingly, it has been suggested that alternative promoters control expression of both variants [36]. Moreover, overexpression of variant 1 in mice promotes Alzheimer’s disease related pathology in the brain and Down syndrome-like hippocampal deficits [43, 44] and only variant 1 is found chronically overexpressed in brains of Down syndrome and Alzheimer’s disease patients [36]. Therefore, it has been hypothesized that increased expression levels of variant 1 are part of a maladaptive response resulting in disease conditions whereas this is not the case for variant 2 [36].

Activity-regulated expression of the cytokeratin Krt75 and the cytidine deaminase Cda are characterized by the exclusion of two or more 5′-exons and predicted alternative transcriptional start site usage. Krt75 was the most significantly spliced gene identified by time-dependent ANOSVA. Neuronal expression of Krt75 was not reported before. We observed moderate expression in embryonic forebrain, but no expression in the adult brain. The activity-regulated variant is highly specific expressed in the dentate gyrus 4 and 8 h after seizure onset. In agreement with a previous report [21], we observed Krt75 expression in different embryonic epithelia and skin. On the cellular level, Krt75 has been associated with the stabilization of cytoskeletal architecture [21]. The identification of an activity-regulated gene encoding a cytoskeletal protein mainly expressed in epithelia such as skin was unexpected. Interestingly, the activity-regulated gene Arg3.1/Arc which was first detected only in the nervous system and testis [16, 17] has been recently reported to be expressed in skin, specifically in skin-migratory dendritic cells and similarities between the cytoskeletal organization of neurons and skin-migratory cells have been suggested [45].

In contrast to the examples of alternative exon usage at the 5′-end, the complex activity-regulated splicing events of Tpm1, Dclk1 and Homer1 are characterized by the differential usage of internal exons. Tpm1 was identified by time-dependent ANOSVA and specific exons are up- or downregulated after neuronal activity. For Tpm1 a high number of alternative splice variants are known and differently expressed exons are not specific for only one variant. Therefore, it is difficult to predict from exon array data and short RNA sequencing reads which splice variant is differentially expressed after neuronal activity. However, we present evidence that transcript 3 is upregulated after neuronal activity.

Using FIRMA we identified exon 9 of Dclk1 as activity-regulated. This exon is used as an internal exon, but in the activity-regulated transcript as a terminal exon. A large number of Dclk1 splice variants regulated by alternative promotor usage have been described [38, 46]. Only two transcripts comprise exon 9, and transcription of both is induced in the hippocampus by BDNF treatment [39] and by seizures [47, 48] supporting the notion that different plasticity inducing stimuli trigger expression of the transcripts identified in this study. In agreement, Dclk1 has been suggested to enhance dendritic remodeling [49].

The activity-dependent switch of an internal exon to a terminal exon is reminiscent of Homer1. We identify exon 6 and 7 of Homer1 as activity-regulated and both exons present different induction kinetics. Moreover, our data demonstrate that both exons are used as terminal exons in the respective transcripts. The usage of these exons as terminal exons is specific for Homer1a and Ania1, respectively, and their activity-regulated expression has been extensively described before [23–25, 27, 29]. Our study reveals in addition and to our knowledge for the first time, a brief induction of exon 2 of Homer1, which is specific for Homer1d. Exon 2 is used in this variant as the initial 5′-exon suggesting alternative promoter usage. Of note, we observed an induction of Homer1d after seizures and after potassium depolarization in primary cultured neurons. The usage of exon 2 as 5′-exon results in an alternative N-terminus that probably modulates Homer1 action. So far, the specific function of the Homer1d protein has been poorly studied, but one report relates Homer1d to the trafficking of metabolic glutamate receptors [32]. Hence, Homer1d could transiently modify postsynaptic metabolic glutamate receptor localization or anchorage.

Homer1a is thought to modulate postsynapses in response to neuronal activity by giving rise to a dominant-negative isoform that functionally blocks or interferes with the preexisting longer and constitutively expressed variant [33]. Interestingly, several activity-induced splice variants present themselves shorter than constitutively expressed variants. Therefore, it is tempting to speculate that an activity-dependent functional inhibition of preexisting proteins by the activity-induced expression of shorter dominant-negative variants is a general mechanism to alter activity-dependent synaptic structures and functions.

We observed an inverse correlation of Inhba upregulation and the downregulation of a lncRNA. This reverse transcribed lncRNA with an intergenic and intronic part, but no overlap with the Inhba transcript was downregulated by neuronal activity. LncRNAs have been suggested as nuclear factors that organize nuclear sub-structures, modulate chromatin state, and regulate gene expression [50]. The complementary expression of Inhba and of its intronic lncRNA leads to the speculation that the lncRNA is part of a transcriptional repressor complex targeting Inhba expression.

In summary, we have identified a number of differentially expressed exons induced by neuronal activity. This induction corresponds to activity-dependent alternative splicing events that cause a transient shift in splice variants. These are likely to contribute to neuronal plasticity during development and learning processes. However, functional experiments will be needed to unveil the relevance of activity-dependent alternative splicing events. Although the physiological significance of most activity-dependent alternative splicing events is still enigmatic, dysregulation of this process may have a critical impact on neuronal plasticity-related functions and neuronal diseases.

## Methods

### Tissue preparation

3 months old male C57/bl6 mice were housed with a 12 h dark–light-schedule and experiments were performed during the dark cycle always at identical time points. Kainic acid (Ascent scientific) (20 mg/kg, dissolved in PBS) or similar amounts of PBS were administered by intraperitoneal injection. Within approximately 30 min kainic acid administered mice developed seizures. Mice were monitored throughout the experiment and seizures were scored and documented according to a modified Racine scale, a behavioral scaling (Additional file 19). Only tissue from animals reaching stage 5 (continuous rearing and falling) were used in subsequent experiments. The first rearing was defined as the starting point of the seizure. Animals were sacrificed at given time points after onset of the seizure as described before [29].

### Microarray hybridization

For microarray experiments, we sacrificed four mice under control conditions and three time-matched replicates for vehicle and kainic acid treatments, respectively, as these numbers resulted in our previous studies [29, 30] in sufficient statistical power. For RNA isolation hippocampi were dissected from fresh brains, flash frozen and stored at − 80 °C. Total RNA was isolated using TRItidy-reagent (Applichem), followed by an additional purification step using RNeasy columns (Qiagen), quantified by UV-spectroscopy and its quality verified using a LabChip BioAnalyzer (AGILENT Technologies). The amplification and labeling of RNA samples were conducted according to the manufacturer's instructions (Affymetrix). One µg from each sample was transcribed to cDNA using an oligo(dT)24 primer containing a T7 RNA polymerase promoter. After RNAse H-mediated second strand cDNA synthesis, the product was purified and served as a template in the subsequent in vitro transcription reaction. Biotin-labelled cRNA was prepared from double-stranded cDNA by in vitro transcription using the GeneChip RNA transcript labelling kit (Affymetrix). After clean-up, biotin-labelled cRNA was fragmented by alkaline treatment [40 mmol/l Tris–acetate (pH 8.2), 100 mmol/l potassium acetate, and 50 mmol/l magnesium acetate] at 94 °C for 35 min. 15 µg of each cRNA sample was hybridized for 16 h at 45 °C to an Affymetrix Mouse Exon Array 1.0 ST GeneChip covering the complete transcribed mouse genome. Chips were washed and stained with streptavidin–phycoerythrin using a fluidics station according to the protocols recommended by the manufacturer. Finally, arrays were scanned at 1.56-µm resolution using the Affymetrix GeneChip System confocal scanner 3000. RNA extracted from one hippocampus was hybridized to one microarray, and we measured four replicate animals for the untreated controls and three time matched replicates for vehicle and kainic acid treatments (Fig. 1a).

### Microarray data analysis

Data from GeneChip microarrays has been deposited in the NCBI Gene Expression Omnibus (GEO) and is accessible through the GEO Series accession number GSE88723. Raw data analysis was performed in R version 3.6 (https://www.bioconductor.org) using the bioconductor packages “oligo” [51] and “aroma.affymetrix” [52]. The bulk of the preprocessing was performed by using Robust Multichip Average procedure, which includes background correction, normalization and summarization to both transcript cluster level and probe set level for the investigation of alternative splicing. Affymetrix databases (Release 32) were used for annotation and probe sets without annotation were removed by choosing the annotation level "core", which is supported by consolidated evidence such as RefSeq transcripts and full-length mRNAs [53].

For the transcript level analysis only transcripts with normalized expression values above the median were retained for further analysis. To investigate sample-wise variability between different conditions as well as between samples of the same condition, pairwise correlation between all samples were calculated using the Pearson distance metric. For this, the 1000 genes with the highest standard deviation over all samples were extracted from the set of present gene expression values. The resulting correlation matrix was plotted using the pheatmap function from the ggplot2 package in R (https://ggplot2.org) [54].

We used the R package limma to assign significance to the regulation of genes over time, and identified differentially expressed genes for each time point (1, 4 and 8 h) individually. For the samples treated with KA or vehicle corresponding to each time point, we fit a linear model to each transcript and computed moderated t-statistics and corresponding p values by empirical Bayes moderation using the functions lmFit and eBayes [55]. The p values were adjusted after the Benjamini and Hochberg method. A principal component analysis (PCA) was conducted using the “prcomp” function in R specifying the different samples as individual factors.

### Identification of alternative splicing events

The ANalysis Of Splice VAriation, ANOSVA, uses a two-way ANOVA, where each observation is modeled by the combination of the effect of the probesets and the effect of the treatment and the significance of each interaction term is assessed using a t test [20]. To identify genes with alternative splicing events, the significance level for every interaction term is calculated and the minimal p value interpreted as a measure of confidence that the gene exhibits differential splicing across different conditions [53]. In order to better monitor splicing changes over time, we adjusted this method to include a time factor δ to represent the hour *h*, at which the mice were sacrificed, such that *y*_*peth*_, representing the observed log intensity measure per probe *p* in probeset *e* under treatment *t* at time point *h* is modeled as:

1 $$y_{{{\text{peth}}}} = \mu + \alpha_{e} + \beta_{t} + \delta_{h} + \gamma_{{{\text{eth}}}} + \varepsilon_{{{\text{peth}}}} .$$

The interaction term γ_eth_ now represents the effect of every combination of the 3 factors probe set α_e_, treatment β_t_ and time point δ_h_. This time-dependent ANOSVA was implemented by adjusting the workflow proposed by Rodrigo-Domingo et al. [53], which uses the package “aroma.affymetrix”, as it allows for preprocessing of the probe intensities without summarizing them to probeset or transcript level. Before performing the time-dependent ANOSVA, the probe intensity data was filtered to include only probe sets that were not cross-hybridizing and present in at least half of the samples of one or more treatment groups. Only probe intensities corresponding to transcripts with half or more probe sets present in at least half of the samples of a treatment group were considered for further analysis. Furthermore, transcripts with less than 3 probesets were removed. The probe intensity data was divided into data frames per transcript/gene and organized in a list, which was then used to apply the time-dependent ANOSVA procedure to each transcript/data frame. The minimal p value for the interaction term γ_eth_ was reported for every transcript and adjusted using the Benjamini—Hochberg, to account for multiple testing. The adjusted p values were used as a measure for significant splicing and a false discovery rate of 0.05 was set as cut-off. Because of the high inter-sample similarity of the control samples (untreated and treated with vehicle) detected during quality control, the expression values of these samples were all handled as the same treatment at time point 0, instead of splitting them into 4 different groups, as this resulted in over-fitted data and significant identification of noisy genes.

In addition to the time-dependent ANOSVA, the original ANOSVA method was applied to all time points separately, but as all genes identified as spliced using the simple ANOSVA were also identified using time-dependent ANOSVA, we focus on the time-dependent method instead.

The FIRMA method was introduced by Purdom et al. [19] and operates under the assumption that skipping or inclusion of single exons is the most common type of alternative splicing events. Therefore, FIRMA provides a score for each exon reflecting whether its probes systematically deviate from the expected gene expression level. The estimation of the expression levels of each gene was performed using the Robust Multichip Analysis, which itself involves background correction, normalization and summarization of the probe-level data. This method for detection of alternative splicing was implemented in the “aroma.affymetrix” package [52]. Only probe sets from transcripts with log expression values above the median in at least half of the samples were considered for analysis. This all-sample method, which seeks to pinpoint exons with alternative splicing without determining in which samples, scores each probe set by finding the minimum F score in each of the condition groups and then chooses the maximum out of these. This procedure ensures that a highly scored probe set has uniformly high F scores in all of the samples of at least one of the condition groups.

To establish a cut-off and a level of significance for the F score, all the scores from samples treated with vehicle and the control samples without treatment, were assigned to the background distribution *F*^*0*^ representing no activity induced alternative splicing. The scores corresponding to samples treated with kainic acid and the control samples were assigned to the sample distribution *F*^*S*^, which represents the alternative hypothesis that differences in splicing between the treatments and time points after seizure onset exist. For each distribution, the minima per condition group (control, 1 h, 4 h and 8 h) were determined and the maximum chosen for every probe set. This resulted in two sets of overall scores, one for the background distribution and one for the sample distribution, which were both arranged by decreasing order of the sample distributions all-sample scores. First the cumulative probability *p*^*S*^, defined as the frequency by which the scores *F*^*S*^ are larger than or equal to the observed value *F*^*S*^_*e*_ corresponding to probe set *e* in the sample distribution and divided by the number of total data points, was calculated for every score of the sample distribution.

2 $$p^{S}_{e} = \, P\left( {F^{s} \ge \, F^{s}_{e} } \right)$$

Then, for every probe set *e* the cumulative probability *p*^*0*^_*e*_ of the null distribution was calculated as the number of scores from the null distribution, which are larger than or equal to the score *F*^*s*^_*e*_ from the sample distribution corresponding to probe set *e* of the observed value *F*^*0*^_*e*_, divided by the total number of observations.

3 $$p^{0}_{e} = \, P\left( {F^{0} \ge \, F^{0}_{e} } \right)$$

The false discovery rate (FDR) for every probe set was further defined as

4 $${\text{FDR}}_{{\text{e}}} = p^{0}_{e} /_{{}} p^{S}_{e} .$$

A cut-off of 10% FDR was chosen as a threshold for highly significant differential splicing.

### RNA sequencing and data analysis

For RNA isolation hippocampi were dissected from fresh brains, flash frozen and stored at − 80 °C. Total RNA was isolated using TRItidy-reagent (Applichem), followed by an additional purification step using RNeasy columns (Qiagen), quantified by UV-spectroscopy and its quality verified using a LabChip BioAnalyzer (AGILENT Technologies). Sequencing libraries were prepared from total RNA with TruSeq stranded total RNA library preparation kit (Illumina). 125-bp paired end reads were generated with a HiSeq 2500 sequencer (Illumina). Readmapping was performed using STAR aligner [56], with the following options: –outFilterType BySJout, –outFilterMultimapNmax 20, –alignSJoverhangMin 8, –alignSJDBoverhangMin 1, –alignIntronMin 20, –alignIntronMax 1000000, –alignMatesGapMax 1000000, –outSAMtype BAM SortedByCoordinate. Resulting BAM files were visualized and Sashimi plots generated through Integrative Genomics Viewer (IGV) [57, 58].

RNA sequencing data has been deposited in the NCBI Gene Expression Omnibus (GEO) and is accessible through the GEO Series accession number: GSE148028.

In addition to our own RNA-sequencing data, we analyzed RNA-sequencing data derived from primary cultured hippocampal neurons under control conditions and 3 h after potassium-induced depolarization [22] deposited in the GEO database under: GSE89984.

Neuronal activity induced alternative splicing was analyzed in both datasets and all genes tested in our validation experiments demonstrated activity-regulated exon usage after kainic induced seizures. Only genes induced already 1 h after seizure onset, namely Rcan1, Errfi1, Homer1, Tpm1 and Dclk1, demonstrated a comparable induction 3 h after potassium-induced depolarization.

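In the hippocampal libraries 1 h after seizure onset, the normalized counts of these genes were 1.90 times (Rcan1), 11.9 times (Errfi1), 6.14 times (Homer1), 1.32 times (Tpm1) and 1.40 times (Dclk1) those in the control. Among the remaining genes, the ratio at 1 h was 5.32 for Inhba and 0.830 for B230303A05Rik. At 1 h the counts of Krt75 and Cda were at or near the floor. All of these ratios come from 1 library of each condition. The smallest rise, that of Tpm1, has a log2 fold change of 0.40, and the log2 ratio between the mice at 4 h had an SD of 0.38 over 11035 genes with at least 100 counts in both. Values of the cultured neurons are not part of the deposited counts.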

### PCR analyses

Total RNA was isolated using TRItidy-reagent (Applichem), followed by an additional purification step using RNeasy columns (Qiagen). One µg from each sample was transcribed to cDNA using a random-hexa primer and SuperScriptII Reverse Transcriptase (Thermofisher). The relative abundance of alternative spliced variants was then analysed by PCR using exon spanning primers and products were visualized by ethidium bromide staining after agarose gel-electrophoresis. Indicated PCR products were sequenced. The table in Additional file 6 lists all used exon spanning primer pairs. Additional file 7 summarizes all RT-PCR products, their sizes and indicates which figures show respective gels.

### In situ hybridization

For in situ hybridization, animals were sacrificed by cervical luxation at indicated time points after onset of the first seizure (each time point, n = 3), control animals were sacrificed 30 min after vehicle injection plus indicated time points (n = 3). Whole brains were flash frozen using liquid nitrogen and stored at − 80 °C until cryosectioning. In situ hybridization was essentially performed as described before [59]. In brief, antisense RNA probes labelled with [α-^35^S]-UTP were generated according to the manufacturer’s instructions (Promega). 20 µm cryosections of embryos or brains were fixed in 4% paraformaldehyde-PBS, acetylated, dehydrated and hybridized at 55 °C for 18 h. Ribonuclease A treatment was performed for 30 min at 37 °C. Following a high stringency wash in 0.1 × saline sodium citrate buffer at 55 °C, slides were exposed to X-ray films (Kodak Biomax MR; Amersham Bioscience) for 72 h. Specificity of signals was verified by comparing antisense with sense controls. Each gene was analysed at least on sections of three different animals of one experimental group. To generate Krt75 probes for in situ hybridization, we cloned Krt75 from mouse skin cDNA (a generous gift from Dr. Johanna Brandner). We cloned the canonical Krt75 cDNA (corresponding to GenBank accession number NM_133357) and with the identical primers a so far undescribed shorter splice variant (GenBank accession number MN037882). Moreover, we cloned from murine hippocampus 4 h after seizure onset a shorter variant (GenBank accession number MN124092). Krt75 expression was detected with 3 different probes (Fig. 3a). The 5′ probe was cloned from the full length plasmid using a NotI site of the multiple cloning site of the vector and an internal SalI site, the fragment corresponds to nucl. 71-897 of NM_133357. The internal probe and the 3′ probe were cloned from full length cDNA by PCR using sequence specific primers (5′-AAAGGATCCAGGTGAGTGAC and 5′-AAAGAATTCTCCCTCTCCGC for the internal probe and 5′-AAACTGCAGTCACT TCTACGG and 5′-AAACTCGAGTGCTTGTAACTCTTTC for the 3′ probe). The resulting products of 508 bp (corresponding to nucl. 969–1476 of NM_133357) and 237 bp (corresponding to nucl. 1495–1731 of NM_133357) respectively were cloned into pBSK and linearized for antisense transcription. RCAN1 variant 1 and variant 2 specific probes correspond to exon 1 and exon 2 respectively and were cloned from full length cDNA clones (Source Bioscience, UK) by PCR using sequence specific primers (5′-AAAGGATCCGTAGGGTGACTCTGCGGC and 5′-AAACTCGAGCAGGCCGTCCACGAACAC for variant 1 and 5′-AAAGGATCCTGCAAAGGAACCTCCAGCTTG and 5′-AAACTCGAGCCTGGTCTCACTTTCGCTGA for variant 2). The resulting products of 173 bp (corresponding to nucl. 159–331 of reference sequence NM_001081549) and 163 bp (corresponding to nucl. 21–184 of reference sequence NM_019466) respectively were cloned into pBSK and linearized with BamHI for antisense transcription. All templates were validated by sequencing.

## Supplementary information

**Additional file 1: **Significantly activity regulated genes identified on the whole gene level. pdf. Transcript Cluster ID according to the Affymetrix annotation system (NetAffx) and the corresponding gene symbol of identified activity regulated genes are listed. Log2 ratios at time point 1, 4, and 8 h are given as well as the cluster classification, visualized in Additional file 2.

**Additional file 2: **Temporal cluster analysis of activity-regulated genes. pdf. Activity-regulated genes identified on the whole gene level were assigned to clusters based on their differential regulation over four time points (0, 1, 4, 8 h after seizure onset). Similar expression kinetics were grouped and the thick black line represents mean expression profiles.

**Additional file 3: **Genes with activity-dependent splice variation identified through time-dependent ANOSVA. pdf. pValueBH, minimal adjusted p-value derived by Bonferoni and Holm method. DE, differentially expressed, indicates whether the whole gene was identified as induced by neuronal activity in our initial analysis (Additional file 1).

**Additional file 4: **Genes with activity-dependent exon usage identified through the FIRMA method. pdf. FIRMA (F) scores represent the discrepancy of one probeset from the other probesets in the same gene and were calculated for every probeset and sample. fSscore, corresponds to samples collected after seizure compared to controls and samples. f0 score, corresponds to samples collected after vehicle treatment compared to controls. FDR, False discovery Rate calculated from F scores for the alternative and the null model. DE, differentially expressed, indicates whether the whole gene was identified as induced by neuronal activity in our initial analysis (Additional file 1).

**Additional file 5: **Gene expression profile of Krt75. pdf. Analysis and visualization of the microarray data obtained for Krt75. The upper 3 plots show the log2 transformed expression values of Krt75 over the course of its probes and probesets per exon. While the red lines show the intensity values of the control samples (vehicle and untreated), the 3 shades of green represent the expression intensities in the samples at the three different time points after seizures. The upper plot shows raw probe level intensities and grey bins stand for the individual probes. The middle plot shows the normalized intensities summarized to probeset level (probes divided by grey bins) for every sample. The lower plot shows the log2 ratio calculated from the mean of the intensities seen in the second plot, each line represents one of the 3 time points after seizure. At the bottom, 3 types of exon models are depicted. The dark blue boxes represent the probesets per exons, which were included in the microarrays. The yellow boxes and track correspond to genomic sequence and each box indicates an exon. The light blue tracks and boxes represent the only so far annotated transcript present in the Ensembl database. Note that exons 5 and 8 are not represented by probesets.

**Additional file 6: **Exon spanning primers. pdf

**Additional file 7: **Products of RT-PCR. pdf

**Additional file 8: **Alternative splice variants of Krt75. pdf. **a** Exons of murine Krt75 according to the Ensembl database. Boxes represent exons (not to scale), black boxes correspond to coding sequence, white boxes to untranslated regions. Numbers indicate exon size (upper row) and intron size (lower row). A corresponding cDNA was cloned from skin in this study (Genebank accession number NM_133357). **b** An alternatively spliced and previously undescribed cDNA was cloned in this study from skin (Genebank accession number MN037882). The internal alternative splice site (arrowhead) in exon 7 is indicated. The usage of this alternative splice site results in a frameshift and premature stop in the sequence corresponding to exon 8. **c** A truncated splice variant was cloned in this study from hippocampus of mice 4 h after seizure onset (Genebank accession number MN124092). It starts with exon 4. **d** Schematic of the protein domain structure of Krt75 corresponding to the canonical variant depicted in **a**. 1A, 1B, 2A and 2B are coiled-coil subdomains and L1, L12 and L2 are intervening linkers. The orange box indicates 10–20 amino acid segments that are highly conserved among keratin and other interfilament proteins. **e** Schematic of the protein domain structure of Krt75 corresponding to the new splice variant from skin depicted in **b**. **f** Schematic of the protein domain structure of Krt75 corresponding to the activity-regulated splice variant expressed in the hippocampus depicted in **c**.

**Additional file 9: **Gene expression profile of Rcan1. pdf. Analysis and visualization of the microarray data obtained for Rcan1. The upper 3 plots show the log2 transformed expression values of Rcan1 over the course of its probes and probesets per exon. While the red lines show the intensity values of the control samples (vehicle and untreated), the 3 shades of green represent the expression intensities in the samples at the three different time points after seizures. The upper plot shows raw probe level intensities and grey bins stand for the individual probes. The middle plot shows the normalized intensities summarized to probeset level (probes divided by grey bins) for every sample. The lower plot shows the log2 ratio calculated from the mean of the intensities seen in the second plot, each line represents one of the 3 time points after seizure. At the bottom 3 types of exon models are depicted. The dark blue boxes represent the probesets per exons, which were included in the microarray analysis. The yellow boxes and track correspond to genomic sequence and each box indicates an exon. The light blue tracks and boxes represent the annotated transcripts present in the Ensembl database.

**Additional file 10: **Activity-dependent splicing of Rcan1 in primary cultured hippocampal neurons. pdf. **a** Coverage plots (blue) from paired-end reads of RNA from untreated primary hippocampal neurons (upper panel) and 3 h after KCl induced depolarization (lower panel). The reference gene track is depicted below (green). **b** Sashimi plot of RNA sequencing data from untreated primary neurons (upper panel) or 3 h after KCl treatment (lower panel). Numbers indicate the counts of RNA sequencing reads that span the respective exon junctions. RNA-seq data was generated by Quesnel et al. and deposited in the GEO database under ID code GEO: GSE89984.

**Additional file 11: **Gene expression profile of Cda and Errfi1. pdf. Analysis and visualization of the microarray data obtained for **a** Cda and **b** Errfi1. The upper 3 plots show the log2 transformed expression values over the course of its probes and probesets per exon. While the red lines show the intensity values of the control samples (vehicle and untreated), the 3 shades of green represent the expression intensities in the samples at the three different time points after seizures. The upper plot shows raw probe level intensities and grey bins stand for the individual probes. The middle plot shows the normalized intensities summarized to probeset level (probes divided by grey bins) for every sample. The lower plot shows the log2 ratio calculated from the mean of the intensities seen in the second plot, each line represents one of the 3 time points after seizure. At the bottom 3 types of exon models are depicted. The dark blue boxes represent the probesets per exons, which were included in the microarray analysis. The yellow boxes and track correspond to genomic sequence and each box indicates an exon. The light blue tracks and boxes represent the annotated transcripts present in the Ensembl database.

**Additional file 12: **Activity-dependent splicing of Errfi1 in primary cultured hippocampal neurons. pdf. **a** Coverage plots (blue) from paired-end reads of RNA from untreated primary hippocampal neurons (upper panel) and 3 h after KCl induced depolarization (lower panel). The reference gene track of Errfi1 is depicted below (green). **c** Sashimi plot of RNA sequencing data from the untreated primary neurons (upper panel) or 3 h after KCl treatment (lower panel). Numbers indicate the counts of RNA sequencing reads that span the respective exon junctions. RNA-seq data was generated by Quesnel et al. and deposited in the GEO database under ID code GEO: GSE89984.

**Additional file 13: **Gene expression profile of Inhba. pdf. Analysis and visualization of the microarray data obtained for Inhba. The upper 3 plots show the log2 transformed expression values of Inhba over the course of its probes and probesets per exons. While the red lines show the intensity values of the control samples (vehicle and untreated), the 3 shades of green represent the expression intensities in the samples at the three different time points after seizures. The upper plot shows raw probe level intensities and grey bins stand for the individual probes. The middle plot shows the normalized intensities summarized to probeset level (probes divided by grey bins) for every sample. The lower plot shows the log2 ratio calculated from the mean of the intensities seen in the second plot, each line represents one of the 3 time points after seizure. At the bottom 3 types of exon models are depicted. The dark blue boxes represent the probesets per exons, which were included in the microarray analysis. The yellow boxes and track correspond to genomic sequence and each box indicates an exon. The light blue tracks and boxes represent the only so far annotated transcript present in the Ensembl database.

**Additional file 14: **Gene expression profile of Homer1. pdf. Analysis and visualization of the microarray data obtained for Homer1. The upper 3 plots show the log2 transformed expression values of Homer1 over the course of its probes and probesets per exon. While the red lines show the intensity values of the control samples (vehicle and untreated), the 3 shades of green represent the expression intensities in the samples at the three different time points after seizures (compare color code at the bottom). The upper plot shows raw probe level intensities and grey bins stand for the individual probes. The middle plot shows the normalized intensities summarized to probeset level (probes divided by grey bins) for every sample. The lower plot shows the log2 ratio calculated from the mean of the intensities seen in the second plot, each line represents one of the 3 time points after seizure. At the bottom 3 types of exon models are depicted. The blue boxes represent the probesets per exons, which were included in the microarray experiments. The yellow boxes and track correspond to genomic sequence and each box indicates an exon. The light blue tracks and boxes represent transcripts as annotated in the Ensembl database. The blue lines below the first and third intensity plot show which probesets map to which exon.

**Additional file 15: **Activity-dependent splicing of Homer1 in primary cultured hippocampal neurons. pdf. **a** Homer1 expression in primary cultured hippocampal neurons of control mice or 3 h after KCl treatment detected by RNA sequencing. Shown are coverage plots (blue) from paired-end reads for the two sample groups. The reference gene track is depicted below (green). **b** Sashimi plot of RNA sequencing data for Homer1. Numbers indicate the counts of RNA sequencing reads that span the respective exon junctions. RNA-seq data was generated by Quesnel et al. and deposited in the GEO database under ID code GEO: GSE89984.

**Additional file 16: **Gene expression profile of Tpm1. pdf. Analysis and visualization of the microarray data obtained for Tpm1. The upper 3 plots show the log2 transformed expression values of Tpm1 over the course of its probes and probesets per exon. While the red lines show the intensity values of the control samples (vehicle and untreated), the 3 shades of green represent the expression intensities in the samples at the three different time points after seizures. The upper plot shows raw probe level intensities and grey bins stand for the individual probes. The middle plot shows the normalized intensities summarized to probeset level (probes divided by grey bins) for every sample. The lower plot shows the log2 ratio calculated from the mean of the intensities seen in the second plot, each line represents one of the 3 time points after seizure. At the bottom 3 types of exon models are depicted. The dark blue boxes represent the probesets per exons, which were included in the microarray analysis. The yellow boxes and track correspond to genomic sequence and each box indicates an exon. The light blue tracks and boxes represent the only so far annotated transcript present in the Ensembl database.

**Additional file 17: **Activity-dependent splicing of Tpm1 in primary cultured hippocampal neurons. pdf. **a** Coverage plots (blue) from paired-end reads of RNA from untreated primary hippocampal neurons (upper panel) and 3 h after KCl induced depolarization (lower panel). The reference gene track is depicted below (green). **b** Sashimi plot of RNA sequencing data from untreated primary neurons (upper panel) or 3 h after KCl treatment (lower panel). Numbers indicate the counts of RNA sequencing reads that span the respective exon junctions. RNA-seq data was generated by Quesnel et al. and deposited in the GEO database under ID code GEO: GSE89984.

**Additional file 18: **Gene expression profile of Dclk1. pdf. **a** Analysis and visualization of the microarray data obtained for Dclk1. The plots and color code are in correspondence to previous figures. The red dotted circle marks the activity-regulated exon 9. Black dotted lines indicate area between exon 6 and 19 that is magnified in B-D. **b** Validation of Dclk1 variant expression in hippocampus of control mice or 1, 4 or 8 h after seizure onset by RNA sequencing. Shown are coverage plots (blue) from paired-end reads for the four sample groups. The reference gene track of Dclk1 is depicted below (black). **c** Sashimi plot of RNA sequencing data for Dclk1. Numbers indicate the counts of RNA sequencing reads that span the respective exon junctions. **d** Coverage plots (blue) from paired-end reads of RNA from untreated primary hippocampal neurons (upper panel) and 3 h after KCl induced depolarization (lower panel). The reference gene track is depicted below (black). **e** Sashimi plot of RNA sequencing data from the untreated primary neurons (upper panel) or 3 h after KCl treatment (lower panel). Numbers indicate the counts of RNA sequencing reads that span the respective exon junctions. RNA-seq data was generated by Quesnel et al. and deposited in the GEO database under ID code GEO: GSE89984.

**Additional file 19: **Modified Racine scale (behavioral scoring in response to kainic acid). pdf

## Data Availability

GeneChip micorarray and RNA sequencing data has been deposited in the GEO database under GSE88723 and GSE148028. The nucleotide sequences reported here for Krt75 have been submitted to GeneBank with accession number MN037882 and MN124092. Additional data supporting the conclusions of this article is included within the article and its additional files.

# Supplementary material for: Neuronal activity regulates alternative exon usage
**Source:** Mol Brain. 2020 Nov 10;13:148. doi: 10.1186/s13041-020-00685-3
**Supplement:** Supplementary file 1 — Additional file 1: Significantly activity regulated genes identified on the whole gene level. pdf. Transcript Cluster ID according to the Affymetrix annotation system (NetAffx) and the corresponding gene symbol of identified activity regulated genes are listed. Log2 ratios at time point 1, 4, and 8 h are given as well as the cluster classification, visualized in Additional file 2.

## Significantly activity regulated genes identified on the whole gene level

|         |          |                    |                     |                     |              |
|---------|----------|--------------------|---------------------|---------------------|--------------|
| 6997348 | Phip     | -0.547466756550128 | -0.0869210981124719 | 0.135678671703838   | DownNonNon   |
| 7013294 | Pou3f4   | -0.54756576949124  | -0.74996408481704   | -0.125109254676053  | DownNonNon   |
| 6748546 | Amer3    | -0.649363435739227 | -0.369835115809276  | -0.306432520151858  | DownNonDown  |
| 6755494 | Zbtb18   | -0.584439802492129 | -0.580701614782313  | -0.723668097639342  | DownNonDown  |
| 6767402 | Sesn1    | -0.231727162164044 | -0.438370657781001  | -0.536048499597765  | DownNonDown  |
| 6773147 | Clvs2    | -0.400244251438597 | -0.345340113761706  | -0.531422991040047  | DownNonDown  |
| 6773802 | Grik2    | -0.233651060195854 | -0.281810718470016  | -0.609071738187846  | DownNonDown  |
| 6778284 | Pik3ip1  | -0.373801079989802 | -0.490254303092686  | -0.530616454352718  | DownNonDown  |
| 6800314 | Lrrn3    | -0.297568036107678 | -0.717484007906747  | -0.669053525423712  | DownNonDown  |
| 6800726 | Dtd2     | -0.226657208387623 | -0.340088530005691  | -0.521373794151737  | DownNonDown  |
| 6806707 | Gmpr     | -0.296245701232505 | -0.226232933721819  | -0.504159075038138  | DownNonDown  |
| 6809880 | Htr1a    | -0.441922966257481 | -0.600002067075242  | -0.642650856325648  | DownNonDown  |
| 6815518 | Mccc2    | -0.235425107762201 | -0.385911111339504  | -0.591806277929773  | DownNonDown  |
| 6815539 | Ocln     | -0.639683421917026 | -0.652249443709903  | -0.554981811358279  | DownNonDown  |
| 6819928 | Pnma2    | -0.350642085607862 | -0.605961608287811  | -0.602297138136245  | DownNonDown  |
| 6826611 | Pcdh20   | -0.511327657047168 | -0.284051449861994  | -0.477934314383353  | DownNonDown  |
| 6829591 | Sema5a   | -0.433297779086175 | -0.341021468354885  | -0.783331336523902  | DownNonDown  |
| 6849444 | Neurl1b  | -0.443129546453545 | -0.64449304252675   | -0.652263476311834  | DownNonDown  |
| 6863156 | Arhgap12 | -0.501082165368442 | -0.573973527353272  | -0.674265149673989  | DownNonDown  |
| 6895532 | Pkia     | -0.400417337831637 | -0.500115898157389  | -0.446016288550416  | DownNonDown  |
| 6929550 | Rnf32    | -0.348846879371844 | -0.56283007439116   | -0.489376481310247  | DownNonDown  |
| 6930361 | Cc2d2a   | -0.317542016099405 | -0.433782833748359  | -0.545226549394755  | DownNonDown  |
| 6931243 | Wdr19    | -0.405223890646921 | -0.559192938385005  | -0.492555972849782  | DownNonDown  |
| 6943081 | Gpr12    | -0.253388111832791 | -1.04814767373382   | -1.1592855997906    | DownNonDown  |
| 6947211 | Lrrtm4   | -0.267562184266832 | -0.454189652911433  | -0.875196637567513  | DownNonDown  |
| 6954000 | Fam13a   | -0.416779039044299 | -0.70020771866735   | -0.898153587454309  | DownNonDown  |
| 6958031 | Slco1a4  | -0.496922061349405 | -0.728650948636924  | -0.771787515963389  | DownNonDown  |
| 6967091 | Uevld    | -0.573493266745757 | -0.643644113350937  | -0.57766005915874   | DownNonDown  |
| 6970911 | Eri2     | -0.552548863039047 | -0.403547399161499  | -0.240302579942359  | DownNonDown  |
| 7019652 | Rab9b    | -0.425525657171858 | -0.52080408336248   | -0.496386660774782  | DownNonDown  |
| 6791238 | Fbxl20   | -0.438894011017582 | -0.506440097277672  | -0.0957444878894356 | DownDownNon  |
| 6891690 | Rbbp9    | -0.351491550789141 | -0.52345154380478   | -0.106585571124033  | DownDownNon  |
| 6936575 | Napepld  | -0.653622390322131 | -0.607023668941247  | -0.178566557611582  | DownDownNon  |
| 6945548 | Ttc26    | -0.511788615512201 | -0.631303743171443  | -0.167340741083475  | DownDownNon  |
| 6981314 | Brf2     | -0.510395687117465 | -0.51821926943439   | -0.167755456312431  | DownDownNon  |
| 6755569 | Kif26b   | -0.327596117659787 | -0.59501142028128   | -0.478735471672221  | DownDownDown |
| 6878448 | Itga4    | -0.387203540906313 | -0.698506602194376  | -0.891286350193821  | DownDownDown |
| 6906363 | Npy2r    | -0.671058317368511 | -1.01372150151324   | -1.65168829793275   | DownDownDown |
| 6915818 | Raver2   | -0.305834419711161 | -0.744140317004971  | -0.845930019045143  | DownDownDown |
| 6947570 | Tprkb    | -0.284343623730267 | -0.654053618857625  | -0.889180493281097  | DownDownDown |
| 6964349 | Orai3    | -0.347079806154766 | -0.643064976932225  | -0.833720659468079  | DownDownDown |

# Supplementary material for: Neuronal activity regulates alternative exon usage
**Source:** Mol Brain. 2020 Nov 10;13:148. doi: 10.1186/s13041-020-00685-3

## A Immediate early genes

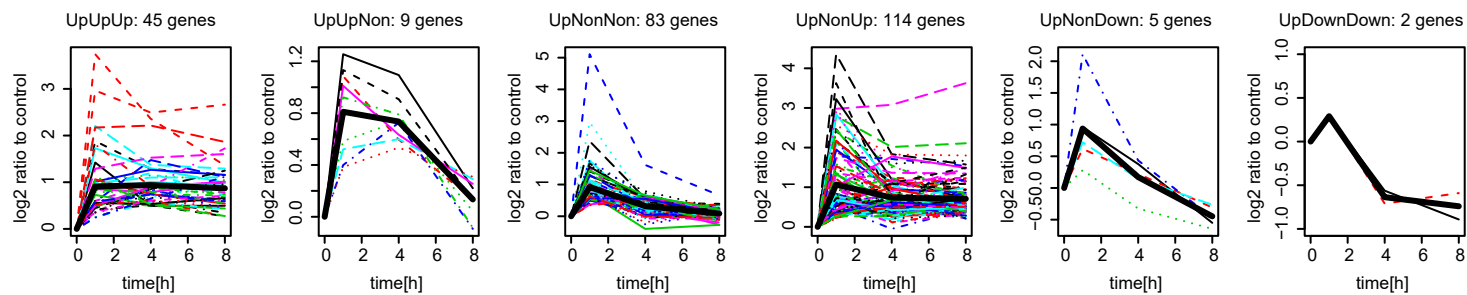

## B Delayed upregulated genes

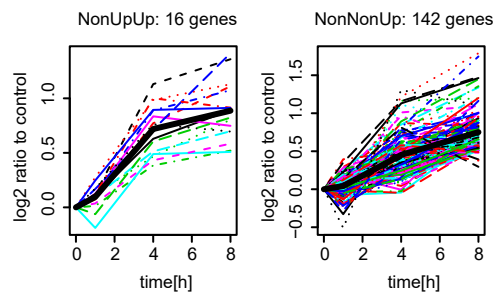

## C Delayed downregulated genes

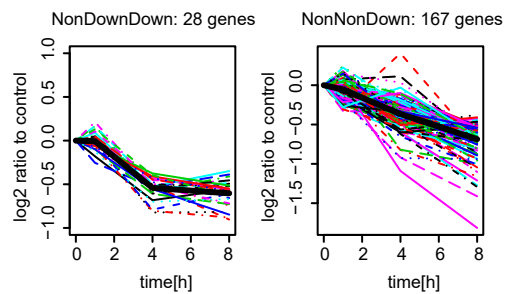

## D Immediate downregulated genes

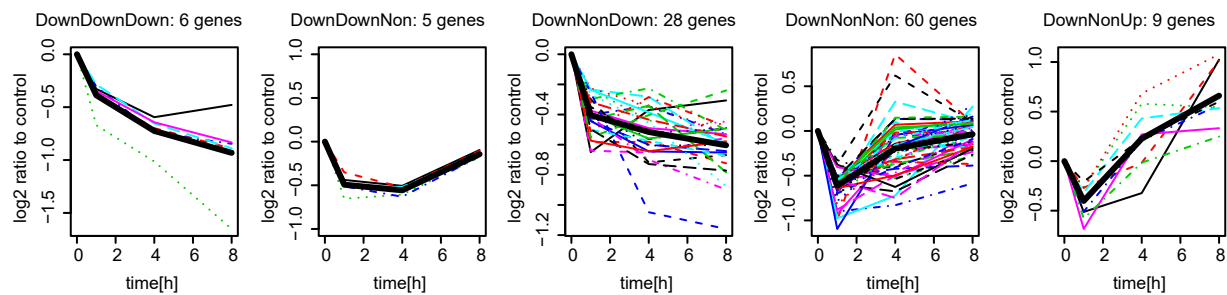

**Supplement:** Supplementary file 2 — Additional file 2: Temporal cluster analysis of activity-regulated genes. pdf. Activity-regulated genes identified on the whole gene level were assigned to clusters based on their differential regulation over four time points (0, 1, 4, 8 h after seizure onset). Similar expression kinetics were grouped and the thick black line represents mean expression profiles.

# Supplementary material for: Neuronal activity regulates alternative exon usage
**Source:** Mol Brain. 2020 Nov 10;13:148. doi: 10.1186/s13041-020-00685-3
**Supplement:** Supplementary file 3 — Additional file 3: Genes with activity-dependent splice variation identified through time-dependent ANOSVA. pdf. pValueBH, minimal adjusted p-value derived by Bonferoni and Holm method. DE, differentially expressed, indicates whether the whole gene was identified as induced by neuronal activity in our initial analysis (Additional file 1).

**Activity-dependent splice variation identified through time-dependent ANOSVA.**

| transcript | symbol        | pValue   | pValueBH             | DE |
|------------|---------------|----------|----------------------|----|
| 6838650    | Krt75         | 1.2e-16  | 1.62168e-12          | -  |
| 6808997    | Homer1        | 3.22e-11 | 2.175754e-07         | +  |
| 6749557    | Coq10b        | 7e-10    | 3.15326666666667e-06 | +  |
| 6847952    | Rcan1         | 1.14e-07 | 0.000385149          | -  |
| 6918892    | Errfi1        | 2.41e-07 | 0.0006513748         | +  |
| 6879925    | Bdnf          | 3.35e-07 | 0.000654463714285714 | +  |
| 6765218    | Atf3          | 3.39e-07 | 0.000654463714285714 | -  |
| 6996448    | Tpm1          | 4.1e-07  | 0.0006925925         | +  |
| 6790508    | Vmp1          | 1.01e-06 | 0.001516571111111111 | -  |
| 6910173    | Cyr61         | 1.56e-06 | 0.002108184          | -  |
| 6926272    | Cda           | 2.82e-06 | 0.00346449818181818  | +  |
| 6766455    | Sgk1          | 8.92e-06 | 0.0100454066666667   | +  |
| 6833311    | Nr4a1         | 1.16e-05 | 0.0120586461538462   | +  |
| 6781984    | Per1          | 1.34e-05 | 0.0129348285714286   | +  |
| 6796691    | Fos           | 1.55e-05 | 0.013682925          | +  |
| 6778391    | Lif           | 1.62e-05 | 0.013682925          | -  |
| 6804996    | Inhba         | 2.46e-05 | 0.0195555529411765   | +  |
| 6799578    | Sox11         | 5.24e-05 | 0.0374124421052632   | +  |
| 6849626    | Pim1          | 5.26e-05 | 0.0374124421052632   | +  |
| 6837411    | Cyp2d26       | 5.79e-05 | 0.03912303           | -  |
| 6966759    | C330019L16Rik | 6.34e-05 | 0.0407994095238095   | -  |
| 6834729    | Ankrd33b      | 7.97e-05 | 0.0489575363636364   | +  |
| 6880577    | Ganc          | 8.51e-05 | 0.0500018            | -  |
| 6833736    | Osmr          | 9.17e-05 | 0.0516347416666667   | -  |
| 6906635    | Cd1d1         | 0.000112 | 0.0592536923076923   | -  |
| 6967006    | Sult2b1       | 0.000114 | 0.0592536923076923   | +  |
| 7018819    | Zcchc5        | 0.000119 | 0.0595617037037037   | -  |
| 6906324    | Tdo2          | 0.000169 | 0.0806978857142857   | -  |
| 6974831    | Prosc         | 0.000185 | 0.0806978857142857   | +  |
| 6803269    | Serpina9      | 0.000186 | 0.0806978857142857   | -  |
| 6880322    | Spred1        | 0.00019  | 0.0806978857142857   | -  |
| 6919200    | Fam132a       | 0.000192 | 0.0806978857142857   | -  |
| 6972993    | Chmp2a        | 0.000203 | 0.0806978857142857   | -  |
| 6897599    | Dclk1         | 0.000204 | 0.0806978857142857   | -  |
| 6830770    | Trib1         | 0.000209 | 0.0806978857142857   | +  |
| 6782916    | Ccl7          | 0.000226 | 0.0848378888888889   | -  |
| 6898076    | Tiparp        | 0.000244 | 0.08885455           | +  |
| 6963624    | Insc          | 0.000256 | 0.08885455           | -  |
| 6887854    | Chn1          | 0.000259 | 0.08885455           | -  |
| 6989195    | Gldn          | 0.000263 | 0.08885455           | -  |
| 6890868    | Pdyn          | 0.000308 | 0.101519804878049    | -  |
| 6856367    | Nudt12        | 0.000323 | 0.102769255813953    | -  |
| 6964424    | Bag3          | 0.000327 | 0.102769255813953    | +  |
| 6768479    | Egr2          | 0.000349 | 0.107190590909091    | -  |
| 6960578    | Nav2          | 0.000358 | 0.107511377777778    | -  |
| 6998987    | Arpp21        | 0.000425 | 0.123596791666667    | -  |
| 6776049    | Elk3          | 0.000435 | 0.123596791666667    | -  |
| 6812652    | Nedd9         | 0.000439 | 0.123596791666667    | +  |

|         |               |       |                   |   |
|---------|---------------|-------|-------------------|---|
| 7020242 | Tspyl2        | 0.826 | 0.826917845766353 | - |
| 6950160 | Gabarapl1     | 0.83  | 0.830860740740741 | - |
| 7014155 | Prps1         | 0.832 | 0.83280112584253  | - |
| 7010657 | Pgrmc1        | 0.834 | 0.834741223522441 | - |
| 6762420 | Timm17a       | 0.842 | 0.842623518957346 | - |
| 6775502 | B230315N10Rik | 0.842 | 0.842623518957346 | - |
| 6933791 | Wsb2          | 0.843 | 0.843561791928915 | - |
| 6934186 | A930024E05Rik | 0.845 | 0.845500518288168 | - |
| 6774784 | A930033H14Rik | 0.853 | 0.853442067076331 | - |
| 6832191 | 1500032L24Rik | 0.857 | 0.857380663310631 | - |
| 6757974 | 6330578E17Rik | 0.858 | 0.858317566067066 | - |
| 6785617 | Tug1          | 0.861 | 0.861254922279793 | - |
| 6930485 | Med28         | 0.866 | 0.866192287765524 | - |
| 7014557 | Hsd17b10      | 0.887 | 0.887131290704559 | - |
| 6843500 | Pcp4          | 0.905 | 0.905066972544957 | - |
| 6852144 | Lbh           | 0.916 | 0.916             | + |

# Supplementary material for: Neuronal activity regulates alternative exon usage
**Source:** Mol Brain. 2020 Nov 10;13:148. doi: 10.1186/s13041-020-00685-3
**Supplement:** Supplementary file 4 — Additional file 4: Genes with activity-dependent exon usage identified through the FIRMA method. pdf. FIRMA (F) scores represent the discrepancy of one probeset from the other probesets in the same gene and were calculated for every probeset and sample. fSscore, corresponds to samples collected after seizure compared to controls and samples. f0 score, corresponds to samples collected after vehicle treatment compared to controls. FDR, False discovery Rate calculated from F scores for the alternative and the null model. DE, differentially expressed, indicates whether the whole gene was identified as induced by neuronal activity in our initial analysis (Additional file 1).

# **Genes with activity-dependent exon usage identified through the FIRMA method.**

| geneName  | probesetID | fSscore             | f0score             | FDR                | DE  |
|-----------|------------|---------------------|---------------------|--------------------|-----|
| Rcan1     | 4567413    | 444.582.794.189.453 | 0.344759613275528   |                    | 0 - |
| Dclk1     | 5144145    | 968.378.067.016.602 | 0.52497011423111    |                    | 0 - |
| Mt1       | 5480425    | 709.025.955.200.195 | 0.621032059192657   |                    | 0 + |
| Vmp1      | 4780502    | 501.396.141.052.246 | 0.54198831319809    |                    | 0 - |
| Ntf3      | 5239597    | 148.107.719.421.387 | 0.370917677879333   | 0.0666666666666667 | +   |
| Rheb      | 5489435    | 151.304.006.576.538 | 0.404361933469772   | 0.0714285714285714 | +   |
| Grik2     | 5235346    | 15.519.868.850.708  | 121.967.780.590.057 | 0.0769230769230769 | +   |
| Car2      | 4363942    | 16.081.901.550.293  | 0.346997320652008   | 0.0833333333333333 | -   |
| Homer1    | 5397705    | 161.636.638.641.357 | 0.581226289272308   | 0.0909090909090909 | +   |
| Nav2      | 4655500    | 169.553.165.435.791 | 0.84081643819809    | 0.1                | -   |
| Cyfp2     | 5021796    | 134.137.477.874.756 | 0.140903875231743   | 0.105263157894737  | -   |
| Hmgcs1    | 5180606    | 19.122.501.373.291  | 0.893704950809479   | 0.111111111111111  | +   |
| Kcnp4     | 5157280    | 139.248.809.814.453 | 0.671719372272491   | 0.111111111111111  | -   |
| Kif1b     | 5125179    | 144.353.475.570.679 | 0.483153700828552   | 0.117647058823529  | -   |
| Lats2     | 5106561    | 197.682.247.161.865 | 0.256945759057999   | 0.125              | -   |
| Chn1      | 4855558    | 146.951.456.069.946 | 0.109870821237564   | 0.125              | -   |
| Sertm1    | 5573324    | 204.109.687.805.176 | 0.747392535209656   | 0.142857142857143  | +   |
| Hcn1      | 5022633    | 124.642.887.115.479 | 364.745.879.173.279 | 0.142857142857143  | -   |
| Spred1    | 5596841    | 129.366.073.608.398 | 0.323668390512466   | 0.15               | -   |
| Mpv17l    | 4759141    | 113.677.825.927.734 | 0.328563868999481   | 0.153846153846154  | +   |
| Epb4.1l4b | 4830765    | 941.250.801.086.426 | 0.257142871618271   | 0.15625            | -   |
| Homer1    | 5099689    | 115.591.611.862.183 | 0.586897134780884   | 0.16               | +   |
| Abr       | 5471089    | 957.511.806.488.037 | 0.305998474359512   | 0.161290322580645  | -   |
| Dclk1     | 4895553    | 343.155.784.606.934 | 0.723257184028625   | 0.166666666666667  | -   |
| Rbl2      | 5447102    | 116.679.000.854.492 | 0.44045552611351    | 0.166666666666667  | -   |
| Rasgrf1   | 4535438    | 959.745.693.206.787 | 0.307280302047729   | 0.166666666666667  | -   |
| Col27a1   | 4828451    | 971.152.400.970.459 | 10.505.176.782.608  | 0.172413793103448  | -   |
| Lats2     | 5283052    | 116.751.956.939.697 | 0.94549959897995    | 0.173913043478261  | -   |
| Golga2    | 5189440    | 103.900.804.519.653 | 0.914161443710327   | 0.178571428571429  | -   |
| Adam15    | 5437318    | 121.897.230.148.315 | 0.164070054888725   | 0.181818181818182  | -   |
| R3hdm1    | 4953035    | 107.233.848.571.777 | 199.737.441.539.764 | 0.185185185185185  | +   |
| Raver2    | 4749916    | 742.785.978.317.261 | 0.308557778596878   | 0.195652173913043  | +   |
| Homer1    | 5049858    | 347.550.849.914.551 | 0.491658627986908   | 0.2                | +   |
| Prkcb     | 5164882    | 7.503.005.027.771   | 0.946676075458527   | 0.2                | -   |
| Map7      | 5295094    | 75.383.186.340.332  | 159.370.636.940.002 | 0.204545454545455  | -   |
| Slc36a1   | 4451683    | 755.315.065.383.911 | 0.782684862613678   | 0.209302325581395  | -   |
| Errfi1    | 4605188    | 888.826.656.341.553 | 100.439.953.804.016 | 0.212121212121212  | +   |
| Pde1a     | 4644192    | 727.731.657.028.198 | 0.429972976446152   | 0.212765957446808  | -   |
| Dnm1l     | 5481824    | 598.207.855.224.609 | 0.180213034152985   | 0.213114754098361  | -   |
| Kif1b     | 4738866    | 762.454.509.735.107 | 0.314740478992462   | 0.214285714285714  | -   |
| Arid5a    | 5454723    | 648.310.804.367.065 | 0.622977614402771   | 0.214285714285714  | +   |
| Prrc2a    | 4832191    | 691.376.972.198.486 | 0.581727564334869   | 0.215686274509804  | -   |
| Homer1    | 5231202    | 836.506.271.362.305 | 0.863182902336121   | 0.216216216216216  | +   |
| Jak1      | 5055286    | 598.247.337.341.309 | 227.634.310.722.351 | 0.216666666666667  | -   |
| Gna12     | 5412254    | 666.432.523.727.417 | 0.824824154376984   | 0.218181818181818  | -   |
| Erc1      | 4991499    | 77.222.695.350.647  | 0.543177962303162   | 0.219512195121951  | +   |
| Ankrd13c  | 4737063    | 691.872.549.057.007 | 0.766865611076355   | 0.22               | -   |
| Ints8     | 4373869    | 610.299.396.514.893 | 0.701506912708282   | 0.220338983050847  | -   |

# Supplementary material for: Neuronal activity regulates alternative exon usage
**Source:** Mol Brain. 2020 Nov 10;13:148. doi: 10.1186/s13041-020-00685-3
**Supplement:** Supplementary file 6 — Additional file 6: Exon spanning primers. pdf

## Exon spanning primers

| Gene              | Exon       | Orientation | Primer                | Primer Name |
|-------------------|------------|-------------|-----------------------|-------------|
| Krt75             | 4          | Forward     | GCGAAGGTCGACTCTCTGAC  | Krt75-4F    |
| Krt75             | 5          | Reverse     | TGGCAATGTCCTCGTACTGG  | Krt75-5R    |
| Krt75             | 5          | Forward     | GCAGAACCAGGTGAGTGACA  | Krt75-5F    |
| Krt75             | 6          | Reverse     | CTTGTTTGGTGTGCGGAGG   | Krt75-6R    |
| Krt75             | 9          | Reverse     | GCTGGGAAGGGTGCTATTGT  | Krt75-9R    |
| Rcan1             | 2          | Forward     | ACTGGAGCTTCATCGACTGC  | Rcan1-2F    |
| Rcan1             | 3          | Forward     | GTCGTTCGTTAAGCGTCTGC  | Rcan1-3F    |
| Rcan1             | 4          | Reverse     | CCCAGGAAGCTCGGTCTTGTG | Rcan1-4R    |
| Cda               | 3          | Forward     | TTGTGAATTTTCAGCCGTCGG | Cda-3F      |
| Cda               | 4          | Reverse     | TCTTCAGGTCCAAACGAGGC  | Cda-4Ra     |
| Cda               | 4          | Reverse     | TGAGTGGCACCTTCCATCAC  | Cda-4Rb     |
| Errfi1            | 1          | Forward     | CGAACCCTCCTCCCTGTAGA  | Errfi1-1F   |
| Errfi1            | 2          | Forward     | AGCGAGCAGAGAGAAAGAGC  | Errfi1-2F   |
| Errfi1            | 4          | Reverse     | CCTGCTGTTGACATTGTGCC  | Errfi1-4R   |
| Inhba             | 2          | Forward     | GCGCTTTTAAACGAAGTTGC  | Inhba-2F    |
| Inhba             | 3          | Forward     | AAACAGAAGGGACCCGAAAG  | Inhba-3F    |
| Inhba             | 4          | Reverse     | CGGGTCTCTTCTTCAAGTGC  | Inhba-4R    |
| Inhba<br>(lncRNA) | 1          | Reverse     | CATTGACTCTCCCCCACACT  | lncRNA-1R   |
| Inhba<br>(lncRNA) | 2          | Forward     | GACAGGGGGAGGAGAGAATC  | lncRNA-1F   |
| Homer1            | 1-<br>UTR  | Forward     | GTGTCAGCGCGAGTGAAATC  | Homer1-1UF  |
| Homer1            | 2-<br>UTR  | Forward     | ATGGAAGTGGGTGCTGCTAC  | Homer1-2UF  |
| Homer1            | 3          | Reverse     | AGACATGAGCTCGAGTGCTG  | Homer1-3R   |
| Homer1            | 5          | Forward     | GCTGACCAGTACCCCTTCAC  | Homer1-5F   |
| Homer1            | 6-<br>UTR  | Reverse     | GGCCTGTGGTAAAGCTTTCC  | Homer1-6UR  |
| Homer1            | 6          | Reverse     | GCCCTTGGCTCTGAGTTCTG  | Homer1-6R   |
| Tpm1              | 1-<br>UTR  | Forward     | CATATCAGGGAGCAGCAGGC  | Tpm1-1UF    |
| Tpm1              | 1          | Forward     | CCTTGGATCGAGCTGAGCAA  | Tpm1-1F     |
| Tpm1              | 3          | Reverse     | GCATCTTTGAGAGCCTCGGA  | Tpm1-3R     |
| Tpm1              | 3          | Forward     | TCCGAGGCTCTCAAAGATGC  | Tpm1-3F     |
| Tpm1              | 4          | Forward     | GGAGAAAGATCCGGAGCCTG  | Tpm1-4F     |
| Tpm1              | 4-<br>UTR  | Forward     | ACTTCCGGCCTGCTTCTTAG  | Tpm1-4UF    |
| Tpm1              | 5          | Reverse     | CTCCTCCAGCTTCTGCAGAG  | Tpm1-5R     |
| Tpm1              | 11         | Forward     | TCGGGCTGAGTTTGCAGAG   | Tpm1-11F    |
| Tpm1              | 13-<br>UTR | Reverse     | CACTGGGCGAATTGCTTCTG  | Tpm1-13UR   |
| Tpm1              | 14         | Reverse     | AATCCTCATTGAGGGCCAGC  | Tpm1-14R    |
| Tpm1              | 14-<br>UTR | Reverse     | CCGCAGCTAAGGAGGGTTTC  | Tpm1-14UR   |

# Supplementary material for: Neuronal activity regulates alternative exon usage
**Source:** Mol Brain. 2020 Nov 10;13:148. doi: 10.1186/s13041-020-00685-3
**Supplement:** Supplementary file 7 — Additional file 7: Products of RT-PCR. pdf

## Products of RT-PCR

| Gene           | Exons                  | Forward Primer | Reverse Primer | Expected Product size [bp] | Shown in Figure* |
|----------------|------------------------|----------------|----------------|----------------------------|------------------|
| Krt75          | 4-5                    | Krt75-4F       | Krt75-5R       | 182                        | 3E               |
| Krt75          | 5-6                    | Krt75-5F       | Krt75-6R       | 191                        | 3E               |
| Krt75          | 4-6 (incl. 5)          | Krt75-4F       | Krt75-6R       | 284                        | 3E               |
| Krt75          | 4-6 (excl. 5)          | Krt75-4F       | Krt75-6R       | 119                        | n.d. 3E          |
| Krt75          | 4-9 (incl. 5, 6, 7, 8) | Krt75-4F       | Krt75-6R       | 612                        | 3E               |
| Rcan1          | 2-4 (incl. 3)          | Rcan1-2F       | Rcan1-4R       | 438                        | n.d. 4E          |
| Rcan1          | 2-4 (excl. 3)          | Rcan1-2F       | Rcan1-4R       | 256                        | 4E               |
| Rcan1          | 3-4                    | Rcan1-3F       | Rcan1-4R       | 268                        | 4E               |
| Cda            | 3-4                    | Cda-3F         | Cda-4Ra        | 225                        | 5E               |
| Cda            | 3-4                    | Cda-3F         | Cda-4Rb        | 434                        | 5E               |
| Errfi1         | 1-4 (incl. 2)          | Errfi1-1F      | Errfi1-4R      | 380                        | n.d. 5J          |
| Errfi1         | 1-4 (excl. 2)          | Errfi1-1F      | Errfi1-4R      | 183                        | n.d. 5J          |
| Errfi1         | 2-4                    | Errfi1-2F      | Errfi1-4R      | 222                        | 5J               |
| Inhba          | 2-4 (incl. 3)          | Inhba-2F       | Inhba-4R       | 571                        | 6E               |
| Inhba          | 2-4 (excl. 3)          | Inhba-2F       | Inhba-4R       | 489                        | 6E               |
| Inhba          | 3-4                    | Inhba-3F       | Inhba-4R       | 351                        | 6E               |
| Inhba (lncRNA) | 2-1                    | lncRNA-1F      | lncRNA-1R      | 575                        | 6F               |
| Homer1         | 1-3 (incl. 2)          | Homer1-1UF     | Homer1-3R      | 279                        | n.d. 7E          |
| Homer1         | 1-3 (excl. 2)          | Homer1-1UF     | Homer1-3R      | 226                        | 7E               |
| Homer1         | 2-3                    | Homer1-2UF     | Homer1-3R      | 164                        | 7E               |
| Homer1         | 5-6                    | Homer1-5F      | Homer1-6R      | 126                        | 7E               |
| Homer1         | 5-6UTR                 | Homer1-5F      | Homer1-6UR     | 528                        | 7E               |
| Tpm1           | 1UTR-3 (incl. 2)       | Tpm1-1UF       | Tpm1-3R        | 435                        | n.d. 8E          |
| Tpm1           | 1UTR-3 (excl. 2)       | Tpm1-1UF       | Tpm1-3R        | 309                        | 8E               |
| Tpm1           | 1-3 (incl. 2)          | Tpm1-1F        | Tpm1-3R        | 274                        | n.d. 8E          |
| Tpm1           | 1-3 (excl. 2)          | Tpm1-1F        | Tpm1-3R        | 148                        | 8E               |
| Tpm1           | 3-5 (incl. 4)          | Tpm1-3F        | Tpm1-5R        | 297                        | n.d. 8E          |
| Tpm1           | 3-5 (excl. 4)          | Tpm1-3F        | Tpm1-5R        | 165                        | 8E               |
| Tpm1           | 4-5                    | Tpm1-4F        | Tpm1-5R        | 206                        | 8E               |
| Tpm1           | 4UTR-5                 | Tpm1-4UF       | Tpm1-5R        | 384                        | 8E               |
| Tpm1           | 11-13UTR (incl. 12)    | Tpm1-11F       | Tpm1-13UR      | 235                        | 8E               |
| Tpm1           | 11-13UTR (excl. 12)    | Tpm1-11F       | Tpm1-13UR      | 314                        | 8E               |
| Tpm1           | 11-14 (incl. 12, 13)   | Tpm1-11F       | Tpm1-14R       | 269                        | n.d. 8E          |
| Tpm1           | 11-14 (excl. 12, 13)   | Tpm1-11F       | Tpm1-14R       | 190                        | 8E               |
| Tpm1           | 11-14UTR (incl. 12)    | Tpm1-11F       | Tpm1-14UR      | 298                        | n.d. 

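The table lists, for each primer pair of the RT-PCR experiments, the exons that the pair spans and the length of the product expected from the distance of the primers along the mature transcript. A product that includes an alternative exon is longer than the product that skips it by the length of this exon, which is how splice variants are told apart on the gel. To relate the listed sizes to annotated transcripts, the 36 primer sequences were searched in the transcripts of GENCODE release M21 (GRCm38), of which 31 were found without a mismatch and 2 (Homer1-2UF and Tpm1-14R) with 1 mismatch. The remaining 3 (Krt75-6R, Rcan1-4R and Cda-3F) were not found within 3 mismatches. For 14 of the 36 products the size between exact primer matches equals the listed size to the base in at least 1 annotated transcript. These include the sizes of 235 and 314 bp for exons 11 to 13 of Tpm1, where the smaller size is listed for the product with exon 12, so that the match does not hold for the variant named. For 10 products annotated transcripts give other sizes only, in 3 of them by 1 or 2 bp (exons 4-5 of Krt75, exons 1-4 of Errfi1 without exon 2, and exons 2-4 of Inhba with exon 3), and for 12 no annotated transcript holds exact matches of both primers. Among the 10 with other sizes, the paper marks as not detected exons 1-4 of Errfi1 (both products) and exons 1-3 of Homer1 with exon 2. The same holds for Tpm1 from the UTR of exon 1 to exon 3 with exon 2, and for its exons 3-5 with exon 4. It also holds for Tpm1 from exon 11 to the UTR of exon 14 with exon 12. For these no observed product differs from the annotation. The paper reports Inhba without exon 3 as a variant identified there, and no annotated transcript has it. Among the products of equal size, that of B230303A05Rik was placed on chromosome 13 from 15944815 to 16023313 and measures 575 bp without its intron. The size of 222 bp for exons 2 and 4 of Errfi1 and of 351 bp for exons 3 and 4 of Inhba are also met by annotated transcripts.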

8E          |
| Tpm1           | 11-14UTR (excl. 12)    | Tpm1-11F       | Tpm1-14UR      | 219                        | 8E               |

\*n.d., not detected

# Supplementary material for: Neuronal activity regulates alternative exon usage
**Source:** Mol Brain. 2020 Nov 10;13:148. doi: 10.1186/s13041-020-00685-3
**Supplement:** Supplementary file 19 — Additional file 19: Modified Racine scale (behavioral scoring in response to kainic acid). pdf

**Modified Racine scale (behavioral scoring in response to kainic acid)**

| <b>Classification</b> | <b>Modified Racine scale</b>                    |
|-----------------------|-------------------------------------------------|
| Stage 1               | Immobility / Flattening                         |
| Stage 2               | Forelimb and / or tail extension, rigid posture |
| Stage 3               | Repetitive movements, including head bobs       |
| Stage 4               | Rearing and falling                             |
| Stage 5               | Continuos rearing and falling, barrel rolling   |
| Stage 6               | Severe tonic-clonic seizures                    |

How the deposited data were processed for this re-analysis (not part of the article)

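The study sequenced total RNA of hippocampi from untreated male mice and from mice sacrificed 1, 4 or 8 h after the onset of seizures provoked by kainic acid (20 mg/kg, intraperitoneal). There were 5 libraries in 4 conditions, of which only the 4 h condition had replicates (2 libraries, called mouse 1 and mouse 2). The sources used here do not state whether a library was made from a single mouse. The microarrays, the in situ hybridization and the cultured neurons of the study are not part of the deposited counts and were not processed, apart from the paper's own array log2 ratios in Additional file 1. The copy of this list used here holds 718 of its 719 entries.

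The authors prepared stranded libraries from total RNA, aligned the paired-end reads with STAR and deposited a count of reads for each of 55385 genes in the layout of HTSeq-count, with summary lines for reads on no gene, ambiguous reads and reads aligned more than once. All values were whole numbers, and no normalization had been applied. The versions of STAR and of the counting tool, the strand setting, the genome build and the annotation release are not given in the sources used here. Of the 55385 identifiers, 55144 were found in GENCODE release M21 (GRCm38), 54487 of them with the same version, from which gene positions, transcripts and exons were taken. The identifier of ETV3L was not among them, and its neighbours were read from the RefSeq annotation of GRCm38.

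Reads counted on genes numbered 19100374 in the control, 17744508 at 1 h, 18250114 and 19109204 in mouse 1 and mouse 2 at 4 h, and 16612225 at 8 h. The share of all deposited reads on no gene was 24.7%, 29.0%, 33.1%, 25.3% and 30.9% in the same order. Ambiguous reads made up between 1.26% and 1.52%, and reads aligned more than once between 9.67% and 11.6%. Mitochondrial genes took between 5.82% and 6.88% of the gene counts, and the 10 genes with the most counts took between 9.96% and 11.5%. Exact Poisson 95% intervals were computed for single counts and exact binomial intervals of the same level for ratios of counts, and both cover counting error only. A count of 3 was taken as the floor, and a ratio to a control count of 0 was computed against this floor of the control library. As a check of the labels, Xist, which is expressed from the inactive X chromosome of females, had 0, 1, 2, 0 and 1 counts, and the Y-linked gene Ddx3y had between 1525 and 3239 counts. The Y-linked genes Uty, Kdm5d and Eif2s3y had between 790 and 904, between 801 and 1164 and between 922 and 1031 counts.

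Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, which left 19768 genes, and normalized with TMM, whose factors were 1.04, 0.992, 0.924, 0.991 and 1.06. A quasi-likelihood model with the 4 conditions as groups was fitted to all 5 libraries, with 1 residual degree of freedom from the pair at 4 h. The common dispersion was 0.0565, a biological coefficient of variation of 0.238, and the prior degrees of freedom were 4.42. Each time point was compared with the control, the time points were compared with each other, and the 3 comparisons with the control were tested together. Adjusted p values are from the Benjamini-Hochberg method, with a threshold of 0.05. Reported log2 fold changes use a prior count of 2, and standard errors were derived from the unshrunk coefficient and the F statistic of edgeR. No standard error is given for Krt75 and ETV3L, whose control counts were 0 and 1. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

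The tools were tested on simulated data, with 5 libraries of the same sizes in which 200 genes were changed, of which 190 passed the filter. Counts were drawn with the dispersion trend of the fit, so that genes of like abundance had the same spread. The fit to the measured counts left room for genes to differ in spread (prior degrees of freedom 4.42). The simulated numbers of recovered genes and false calls therefore do not carry over to the measured data. At 1, 4 and 8 h the quasi-likelihood test recovered 123, 133 and 124 of them with 5, 4 and 4 false calls, DESeq2 1.42.0 recovered 109, 119 and 107 with 2, 0 and 0 false calls, and limma-voom (limma 3.58.1) recovered 121, 131 and 124 with 5, 6 and 6. An assumed biological coefficient of variation of 0.2 recovered 142, 144 and 141 with 100, 103 and 107 false calls, and one of 0.4 recovered 54, 77 and 52 with 0 false calls at each time point.

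The comparisons, their tests, the alternatives and the rule for naming genes were set before the data were examined. The rule names every gene of the paper's RNA sequencing claims, the genes of Tables 1 and 2 as a summary, the sex-linked genes, the marker lists, and at each time point up to 5 genes with the largest rise and 5 with the largest fall among those past the threshold with at least 50 normalized counts in a library. The paper's tables had been read when the rule was written. The alternatives were median-of-ratios factors, library size alone, TMM without mitochondrial, ribosomal RNA and the 50 most abundant genes, DESeq2, limma-voom, assumed biological coefficients of variation of 0.2 and 0.4 with a likelihood ratio test, robust empirical Bayes, no filter on low counts, at least 10 counts in every library, all kainic acid libraries as 1 group, a prior count of 0.125, an adjusted p threshold of 0.1, offsets that remove a trend on gene length and GC content, thresholds of 1.5-fold and 4-fold, and leaving out each mouse at 4 h. Length and GC content were known for 19749 of the 19768 genes (99.9%).

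Marker lists of 13 tissues and cell types with 102 entries were written down beforehand for choroid plexus, blood, neurons, astrocytes, oligodendrocytes, microglia, endothelium, dentate gyrus granule cells, CA1, CA3, thalamus, striatum and neocortex. All entries were tested, 1 gene (Prkcd) is in 2 lists, and every listed gene had at least 10 counts in the control. The median log2 ratio of a list was placed among 10000 random lists of the same size matched on mean expression, as a description of these libraries. Sizes of RT-PCR products were computed from exact matches of the listed primers in annotated transcripts. The planned analysis by classes of the array list was left out because 1 entry of that list is missing from the copy used here. No comparison had at least 3 libraries in each group, so other splits of the libraries were not counted, and no group was large enough to test for an outlying library.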

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

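The tests of ETV3L for a constant and for a rising share of reads from Etv3, and the tests of Cenpa for scaling, for dividing cells and for a rising share of reads from Slc35f6, were chosen only after the result was seen.

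ETV3L (ENSMUSG00000118505.1) is listed in the deposited counts but is not mentioned in the paper. It was singled out because it was the only gene past the threshold at 4 h and because its change differed between 1 h and 4 h. Its count was 1 in the control, 2 at 1 h, 963 in mouse 1 and 982 in mouse 2 at 4 h, and 365 at 8 h. The ratio to the control was 1138 (95% counting interval 204 to 45007) in mouse 1, 1034 (185 to 40866) in mouse 2 and 414 (73.9 to 16412) at 8 h, and at 1 h it was 2.26 (0.118 to 134). The log2 fold change at 4 h was 8.41 (adjusted p = 0.0366 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both mice were higher than the control. The difference between 4 h and 1 h was tested itself and gave a log2 fold change of 7.93 (adjusted p = 0.0444 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 8 h the log2 fold change was 7.03 (adjusted p = 0.0989 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These fitted values depend on the prior count and no standard error is given for them, since the control held a single read. At 4 h ETV3L was past the threshold under 8 of 11 settings and not under median-of-ratios factors, limma-voom or removal of the length and GC trend, with an adjusted p (Benjamini-Hochberg, with edgeR, DESeq2 or limma) between 3.41e-64 and 0.323.

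The tables argue against a scaling of the libraries as the cause of this rise, because the log2 fold change at 4 h was still 8.33 under library size alone, the lower of the values under library size alone and median-of-ratios factors. In RefSeq, Etv3l lies next to Etv3 on chromosome 3, and Etv3 itself had 772, 1433, 4960, 3969 and 1353 counts in the control, at 1 h, in mouse 1, in mouse 2 and at 8 h. A constant share of reads running on from Etv3 is argued against, since ETV3L in percent of Etv3 was 158 times higher in the mean of the 4 h mice than at 1 h, where it rests on 2 reads of ETV3L. A share of run-on reads that rises with time could still be the source. ETV3L made up 0.130% of the Etv3 counts in the control, 0.140% at 1 h, 19.4% and 24.7% at 4 h and 27.0% at 8 h, and the gene counts do not tell such reads apart from transcription of ETV3L itself. Activation of ETV3L after seizures, a biological explanation that the time points offer, also stays open as a hypothesis. Because the identifier is missing from GENCODE release M21, its strand, its exons and any reads it shares with a paralog were not examined.

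Cenpa (ENSMUSG00000029177.9), which encodes a histone variant of centromeres, was singled out because the joint test of the 3 time points called it and the text of the paper does not discuss it, although it is in the list of Additional file 3. It had 24 counts in the control, 1713 at 1 h, 291 in mouse 1 and 324 in mouse 2 at 4 h, and 33 at 8 h. The ratio to the control was 80.8 (95% counting interval 54.1 to 126) at 1 h, 14.3 and 14.2 at 4 h and 1.56 (0.895 to 2.76) at 8 h. The log2 fold change was 6.21 (SE 0.32) at 1 h, with an adjusted p of 0.0611 for this time point and of 0.0415 for the 3 time points together (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 4 h it was 3.72 (SE 0.29, adjusted p = 0.0993 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with both mice above the control. At 1 h 7 of 12 settings brought Cenpa past the threshold (library size alone, DESeq2, both assumed coefficients of variation, robust empirical Bayes, no filter and at least 10 counts in every library), with an adjusted p (Benjamini-Hochberg, with edgeR, DESeq2 or limma) between 2.85e-50 and 0.256.

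Scaling is argued against as the cause, as the log2 fold change of Cenpa at 1 h was still 6.14 under library size alone, the lower of the values under library size alone and median-of-ratios factors. The neighbouring Slc35f6 had 675, 801, 797, 959 and 748 counts. A constant share of reads running on from it is argued against, because Cenpa in percent of Slc35f6 was 60.1 times higher at 1 h (214%) than in the control (3.56%). A larger number of dividing cells would raise the genes of cell division together, by amounts like that of Cenpa. Of 12 such genes 10 were tested, their log2 changes at 1 h ran from -0.47 to 1.25, and the largest, 1.25, belongs to Birc5 with 3 counts in the control and 9 at 1 h (named after its values were seen). The most abundant of them, Top2a, had 57 counts in the control and 38 at 1 h. The median of the list, -0.00, was looked at first and was replaced by the largest change because the genes moved in both directions. Run-on reads would have to pass Slc35f6 first, so that a rising share of them could give Cenpa at most as many reads per exon base as Slc35f6. At 1 h Cenpa had 3.10 times as many, which argues against such reads as the whole source there. At 4 h it had 0.529 times as many in the higher of the mice, and a rising share stays open for that time point. With 1 library at 1 h a peculiarity of that library is not excluded for that time point. A transient induction of Cenpa by seizures therefore remains a hypothesis.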

How the results depend on the processing

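All of the alternatives below were set in advance, and the tests reported here were not chosen after a result was seen. No paired analysis was possible because only the 4 h condition has more than 1 replicate. The settings chosen for the classes of the array list, library size alone and at least 10 counts in every library, were not run, since that analysis was left out. Without either mouse at 4 h no residual degrees of freedom remain, so that values without a mouse have no test. ETV3L, Krt75 and Cda have fewer than 10 counts in a library and gave no value with at least 10 counts in every library.

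The number of genes past the threshold depended on the setting. By edgeR's quasi-likelihood test it was 0 at 1 h (478 unadjusted), 1 at 4 h (2291 unadjusted), 0 at 8 h (892 unadjusted) and 2 over all time points together (1647 unadjusted, Cenpa and ETV3L past the threshold), with 0 of 27 comparisons of the validation genes (17 unadjusted). By chance alone, about 988 of the 19768 genes would have an unadjusted p under 0.05. The unadjusted numbers at 1 h and 8 h lie below this and are thus no evidence of changed genes. They are no evidence of unchanged genes either, as the spread rests on the pair at 4 h alone. That pair differed at least 2-fold for 1953 genes. In the order 1 h, 4 h, 8 h, all time points together and validation genes, library size alone gave 57, 237, 22, 338 and 8. DESeq2 gave 56, 238, 33, 303 and 4. An assumed biological coefficient of variation of 0.2 gave 238, 916, 184, 1402 and 14, and one of 0.4 gave 40, 81, 12, 239 and 6. Without a filter on low counts, 32732 genes were tested and the counts were 285, 1300, 279, 1761 and 17. An adjusted p under 0.1 gave 1, 5 and 1 genes at the 3 time points. These were Cenpa at 1 h, ETV3L, Krt75, Cenpa, Pcdh8 and Blnk at 4 h and ETV3L at 8 h (Pcdh8 and Blnk chosen after their values were seen).

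Smaller changes came from the other settings. Robust empirical Bayes and at least 10 counts in every library (16420 genes) each gave 1 gene at 1 h, in both cases Cenpa. At least 10 counts in every library gave 0 genes at 4 h and 0 over all time points, where ETV3L could not be tested. Median-of-ratios factors, limma-voom and removal of the length and GC trend each gave 0 genes at 4 h and 0 over all time points. At 4 h their unadjusted counts were 2204, 2145 and 2275, and that with at least 10 counts was 2143. With all kainic acid libraries as 1 group and 3 residual degrees of freedom, 0 genes were called (454 unadjusted, smallest adjusted p 0.936 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 called 303 genes over all time points.

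The assumed coefficients of variation replace the spread estimated from the pair at 4 h, and the threshold of 0.1 admits more genes by construction. For the other settings the cause was not tested. The prior degrees of freedom, which were 4.42, became 11.2 under library size alone, infinite without a filter, 3.93 with median-of-ratios factors, 4.56 with at least 10 counts in every library and 4.12 with the trend removed. The larger they are, the less the spread of the single gene counts, and infinite ones leave it out. Library size alone shifted the median log2 fold change of all genes to -0.11 at 4 h and -0.08 at 1 h, and its 237 genes at 4 h divide into 189 higher and 48 lower. Those of DESeq2 divide into 226 higher and 12 lower. In the simulated data an assumed coefficient of variation of 0.2 made at least 100 false calls at each time point. In those data genes of like abundance had the same spread, so this number does not carry over to the measured counts.

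The log2 fold changes of the validation genes, ETV3L and Cenpa kept their direction in all alternatives run. For the 9 validation genes this covers 336 values, none of which changed sign. Of these, 49 were past the threshold under an alternative. Robust empirical Bayes changes only the test and repeats the fitted values, as do the assumed coefficients of variation at 1 h and 8 h. These repeats could not change sign. A prior count of 0.125 leaves the p values as they were, so among the settings counted for a gene it is no separate test. The size of some values did change. Krt75 at 4 h moved from 7.12 to 10.69 with DESeq2 and to 11.11 with a prior count of 0.125. B230303A05Rik at 4 h moved from -1.39 to -1.52 under library size alone, and stayed at -1.39 without mouse 1. ETV3L at 4 h was no longer past the threshold under median-of-ratios factors, limma-voom and removal of the length and GC trend.

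At least 2-fold changes in both mice at 4 h were found for 988 genes, 773 higher and 215 lower. The count was 563 with at least 10 counts in every library, 2925 at 1.5-fold and 148 at 4-fold. With a single mouse it lay between 1514 and 3155. It was 3155 without mouse 2 and 1514 without mouse 1, so that the count rests on requiring both. The number of genes that differ at least 2-fold between the mice was 1953, and 941 with at least 10 counts in every library, a filter that removes genes with few counts. Pearson's r between array and RNA sequencing was 0.935, 0.931 and 0.879 at 1, 4 and 8 h for array ratios of at least 0.5 in size, and lay between 0.898 and 0.908 at 4 h with either mouse left out, against 0.926, 0.921 and 0.857 with all genes and both mice.

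Depth limits the genes with few counts in the control, where Krt75 had 0, ETV3L 1 and Cda 10 reads. For these the log2 fold change depends on the prior count, and at 4 h that of Krt75 moved from 7.12 to 11.11 with a prior count of 0.125.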

Differences from the paper's values

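None of the comparisons in this part was chosen after a result was seen, apart from the statements on genes at its end. The paper gives no value for its RNA sequencing on the whole gene level, so its array log2 ratios (Additional file 1) were set against the log2 fold changes of the RNA sequencing libraries for the 5 validation genes in that list. The arrays come from other mice and another method, and their ratios compare kainic acid with vehicle at the same time point, whereas the fold changes here compare it with 1 untreated control library. All 15 pairs of values have the same sign. At 1 h and 8 h the spread is the standard error of the fit, and at 4 h it is the SD between the 2 mice. By this measure, a bar of only 1 standard error or SD with no error on the array value, 9 of the 15 pairs differ. Of these, Cda at 1 h and 8 h, Errfi1 at 4 h, Homer1 at 1 h and Tpm1 at 8 h lie less than 2 times the spread from the paper's value. Over the 697 genes of the array list, the slope of the fold changes here on the array ratios was 1.21 at 1 h, 1.80 at 4 h and 0.916 at 8 h. Larger fold changes at 1 h and 4 h were thus also seen over the list as a whole. How much of the difference of each single gene this slope accounts for was not tested.

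For Cda the paper's array ratio is -0.0915 at 1 h, 1.22 at 4 h and 1.79 at 8 h, and the log2 fold change here was -1.13, 3.88 and 2.60. At 1 h Cda rests on 3 reads against 10 in the control, and the counting interval of this ratio, 0.0601 to 1.32, holds the paper's value, so that the difference at 1 h is not detectable at this depth. For Errfi1 the paper's values are 2.10 at 1 h and 0.87 at 4 h, and those found here were 3.57 and 2.47. For Inhba at 4 h the paper's value is 3.08, compared with 6.71 here. For Homer1 it is 1.73 at 1 h and 1.30 at 4 h, compared with 2.62 and 3.56. For Tpm1 at 8 h the paper's value is 0.71 and the value here was 0.44. Apart from Cda at 1 h, each of these pairs differs by the spread stated above under every alternative set before the data were examined that gave a value, except that Errfi1 at 4 h without mouse 1 (1.66) falls within the spread of the paper's value. Without mouse 2, Tpm1 at 4 h (0.91) differs from the paper's 0.61, while with both mice (0.77) it does not.

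The size the paper lists for the RT-PCR product of exons 4 to 9 of Krt75 is 612 bp, with the reverse primer Krt75-6R. That primer was not found in the annotated transcript, and with the primer Krt75-9R the computed size was 951 bp. No alternative applies to this size.

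The paper states that B230303A05Rik is expressed in control mice and not at 4 or 8 h. Here it kept 0.375 and 0.377 of the control's normalized counts at 4 h and 0.321 at 8 h, which are 101, 114 and 90 reads and lower than the 318 reads of the control. The count joins all 4 annotated transcripts, whereas the statement concerns RNA that starts in the Inhba intron. B230303A05Rik-201 and B230303A05Rik-204 have an exon in that intron. B230303A05Rik-202 and B230303A05Rik-203 do not and lie wholly upstream of Inhba. Of 3776 bp of exon length, 2441 bp are the last exon of B230303A05Rik-201, upstream of Inhba and far from it. The gene count therefore does not show which transcript the remaining reads come from. The paper's discussion calls the lncRNA downregulated, and the decrease here has the same direction.

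The paper describes the validation genes as regulated by activity, and the quasi-likelihood test called 0 of the 27 comparisons over all genes (17 with an unadjusted p under 0.05, and 0 with limma-voom). Settings that called some of them were DESeq2 (4), library size alone (8), the assumed biological coefficients of variation of 0.2 (14) and 0.4 (6), and no filter (17). The spread in the quasi-likelihood test rests on the pair at 4 h alone, so a missing call does not show an unchanged gene. The paper's statements concern exons and draw on microarrays, reads over exon junctions, RT-PCR and in situ hybridization. The missing calls on whole genes therefore do not argue against them.

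In Table 1 the paper marks Tpm1 as not identified on the whole gene level, whereas its text says that Tpm1 was identified on that level, Additional file 3 marks it with a plus and Tpm1 is among the entries of Additional file 1. Atf3 is marked with a plus in Table 1 and with a minus in Additional file 3, and it is not among the 718 entries of the copy of Additional file 1 used here, which has 1 entry fewer than the paper states. In the list of RT-PCR products, the paper gives 235 bp for the product of Tpm1 that includes exon 12 and 314 bp for the product without it. Both sizes were also computed from annotated transcripts, so that the size listed for the product with the exon is the smaller of the pair.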

Other observations

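The tests for unequal scaling, for a mislabelled library, for neocortex or thalamus, for choroid plexus and for reads from Inhba, and the lists of early and late genes restricted to those above the control, were chosen only after the result was seen.

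The libraries of the 2 mice at 4 h differed in genes of the early response. Early genes were defined as at least 2-fold higher at 1 h than at 8 h and late genes as at least 2-fold higher at 8 h than at 1 h. Each had a mean of at least 50 counts over the 5 libraries, and the choroid plexus markers were left out. The 4 h libraries thus entered the count minimum but not the direction of change. The median log2 ratio of mouse 1 to mouse 2 was 0.75 over 350 early genes, of which 298 were higher in mouse 1, above all 10000 random lists of the same size matched on expression. Over 234 late genes it was -0.09, above 0.66% of such random lists. Fos, chosen after its values were seen, was 92.5 times the control at 1 h, 48.1 times in mouse 1, 6.52 times in mouse 2 and 1.59 times at 8 h.

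The tables argue against several explanations. Unequal scaling would shift early and late genes alike, but the median of the early genes lay 0.85 above that of the late genes. A larger neuronal share in a sample without choroid plexus would raise the neuron markers as much as the early genes, and their median log2 ratio was 0.0556 and the highest of the 10 was 0.44, below the median of the early genes. A mislabelled 1 h library would follow the paper's array ratios of 1 h most closely, as the 1 h library did (r = 0.926 with those of 1 h and 0.595 with those of 4 h), while mouse 1 followed those of 4 h (r = 0.898) more closely than those of 1 h (r = 0.734). What stays open is that mouse 1 may have responded more strongly at every stage or may have been at an earlier stage of the response. A stronger response would also raise the late genes, whose median of -0.0933 lies low among the random lists, but 104 of the 234 were higher in mouse 1, and the genes went both ways. Over 13335 genes, log2 ratios of 1 h to 8 h correlated with those of mouse 1 to mouse 2 with a Pearson's r of 0.305 (Spearman's rho 0.180), where genes are not independent replicates. Late genes that were also at least 2-fold above the control at 8 h (122 genes) had a median of 0.05, above 95.5% of random lists, with 66 of them higher in mouse 1, whereas 200 early genes at least 2-fold above the control at 1 h had a median of 1.06. A different share of neocortex or thalamus could also contribute, as the median of the neocortex markers was 0.93 and that of the thalamus markers 1.22 between mouse 1 and mouse 2. Whether such tissue would carry the early genes cannot be told apart from a difference within the hippocampus without counts for each tissue.

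Choroid plexus markers were low in mouse 1 at 4 h. Their median log2 ratio to the control was -5.60 in mouse 1, 0.23 in mouse 2, -1.21 at 1 h and -0.26 at 8 h, over 14 genes. The most abundant, Ttr, had 74570 counts in the control, 27643 at 1 h, 275 in mouse 1, 75088 in mouse 2 and 50562 at 8 h. A candidate explanation is that the tissue of mouse 1 held less choroid plexus. The 10 markers with at least 500 counts in the control all fell, by between -3.45 (Enpp2) and -7.83 (Ttr) on the log2 scale. As these markers belong to the list that showed the pattern, their fall restates it and does not test the explanation. The falls were also unequal in size. An effect of 4 h of kainic acid is argued against, since mouse 2 at the same time point had a median of 0.23 over the same markers. No biological explanation beyond the treatment was tested.

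The other lists were compared in the same way, and the listed genes are also expressed in the control hippocampus. The median log2 ratio of mouse 1 to mouse 2 was -5.68 for choroid plexus, 0.73 for blood, 0.06 for neurons, 0.10 for astrocytes, -0.37 for oligodendrocytes, 0.03 for microglia, 0.21 for endothelium, -0.05 for dentate gyrus granule cells, -0.14 for CA1, -0.20 for CA3, 1.22 for thalamus, -0.08 for striatum and 0.93 for neocortex. Thalamus and neocortex lay above all of the random lists, and choroid plexus and oligodendrocytes below all of them. Against the control, the thalamus markers had a median of 1.52 in mouse 1, 0.38 in mouse 2, 0.08 at 1 h and -0.44 at 8 h. The neocortex markers had 0.09 in mouse 1 and -0.34 in mouse 2. The most abundant thalamus marker, Rora, had 1524 counts in the control, 3606 in mouse 1 and 1758 in mouse 2. The most abundant neocortex marker, Cux2, had 760, 685 and 466 counts. Hbb-bs of the blood list had 1560, 2388 and 1770 counts, Snap25 of the neuron list 28592, 27809 and 26875, and Mbp of the oligodendrocyte list 28357, 25855 and 37051. Kainic acid may itself change such genes, and both mice had received it.

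Counts of B230303A05Rik remained at 4 h and 8 h. Reads of Inhba, which lies on the opposite strand and shares 0 exon bases with B230303A05Rik but overlaps its span, were tested as a source of these counts. Mouse 1 had 2.60 times the normalized Inhba counts of mouse 2, but the ratio for B230303A05Rik was 0.995 (95% counting interval 0.754 to 1.31), which argues against Inhba reads as the main source. The count joins all 4 annotated transcripts, of which B230303A05Rik-202 and B230303A05Rik-203 have no exon in the Inhba intron, so the remaining reads are not tied to that intron. Residual expression of the lncRNA stays open as a hypothesis, and other reads from the opposite strand were not tested.

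On the whole gene level, 21 of the 22 genes of Table 1 could be tested (not Cyp2d26). Of these, 14 were at least 2-fold higher than the control at 1 h by the fitted value (including Krt75 with 5 reads against 0), 13 in both mice at 4 h and 9 at 8 h, and 1 (Cda) was at least 2-fold lower at 1 h, where it had 3 counts. Of the 10 genes of Table 2, Rheb and Homer1 were at least 2-fold higher at 1 h, Mt1, Rheb and Homer1 in both mice at 4 h, and Nav2 at 8 h. Ntf3 was at least 2-fold lower in both mice at 4 h and at 8 h.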
